# The Phytochemical Shikonin Stimulates Epithelial-Mesenchymal Transition (EMT) in Skin Wound Healing

**DOI:** 10.1155/2013/262796

**Published:** 2013-06-03

**Authors:** Shu-Yi Yin, An-Ping Peng, Li-Ting Huang, Ya-Ting Wang, Chun-Wen Lan, Ning-Sun Yang

## Abstract

Although various pharmacological activities of the shikonins have been documented, understanding the hierarchical regulation of these diverse bioactivities at the genome level is unsubstantiated. In this study, through cross examination between transcriptome and microRNA array analyses, we predicted that topical treatment of shikonin *in vivo* affects epithelial-mesenchymal transition (EMT) and the expression of related microRNAs, including 200a, 200b, 200c, 141, 205, and 429 microRNAs, in mouse skin tissues. *In situ* immunohistological analyses further demonstrated that specific EMT regulatory molecules are enhanced in shikonin-treated epidermal tissues. RT-PCR analyses subsequently confirmed that shikonin treatment downregulated expression of microRNA-205 and other members of the 200 family microRNAs. Further, expression of two RNA targets of the 200 family microRNAs in EMT regulation, Sip1 (Zeb2) and Tcf8 (Zeb1), was consistently upregulated by shikonin treatment. Enhancement of these EMT activities was also detected in shikonin-treated wounds, which repaired faster than controls. These results suggest that topical treatment with shikonin can confer a potent stimulatory effect on EMT and suppress the expression of the associated microRNAs in skin wound healing. Collectively, these cellular and molecular data provide further evidence in support of our previous findings on the specific pharmacological effects of shikonin in wound healing and immune modulation.

## 1. Introduction

Shikonin, a phytochemical derived from *Lithospermum erythrorhizon* (LE), has been shown to exhibit various biological and pharmacological activities [1, 2], including antioxidant [3], wound-healing [2, 4, 5], anti-inflammatory [4, 6, 7], and antitumor properties [8, 9]. Clinically, the use of shikonin dates back to the 5th century A.D. when it was used by Chinese herbalists for the treatment of burns, urticaria, and other allergic diseases [10]. Subsequently, it has been shown that the wound-healing activity of shikonin may result from its effect on the proliferation of fibroblasts, collagen fiber levels of the granuloma tissue [11], and proliferation of CD11b^+^ cells in such tissues [12]. Our group previously demonstrated that shikonin can confer a strong suppressive effect on gene expression of TNF-*α* at the promoter level in skin tissue [6] and a strong modulatory effect on specific mRNA splicing in human monocytes [7]. These findings suggest that the various pharmacological properties of shikonin may be due to a multifunctional and hierarchical effect on a spectrum of signaling genes at the genome and cellular levels.

In normal somatic tissues, epithelial-mesenchymal transition (EMT) is not only instrumental in wound healing but also in tissue fibrosis [13–15]. Downregulation of E-cadherin is one of the hallmarks of EMT and can lead to a concomitant increase in expression of specific mesenchymal cell markers (e.g., vimentin and fibroblast specific protein 1) as well as extracellular matrix-remodeling enzymes (i.e., matrix metalloproteinases) that are often observed together with a profound reorganization of the actin cytoskeleton [16, 17]. Previous studies have also shown that specific microRNAs in the microRNA 200 family are involved in the control of EMT activity in human epithelial cells, via repression of the translation of specific regulatory proteins, such as E-cadherin transcriptional repressors ZEB1 and ZEB2 (also known as Smad-interacting protein-1, SIP1) [18, 19]. Notably, we previously demonstrated that shikonin can effectively enhance the wound-healing process in severely damaged porcine skin tissues [20]. These observations and results together raised the hypothesis that topical treatment with shikonin may hierarchically modulate and facilitate the EMT process in skin tissues.

Profiling global gene expression patterns by DNA microarray analysis provides a useful approach for investigating complex biological phenomena [21], as we have previously shown for immune cell systems [22–24]. In addition, microRNAs, which are small ribonucleotides (~22 nt in length), act as key players in cellular differentiation and tissue development [25–28]. Characterization of the complex relationship between microRNAs and target mRNAs in shikonin-treated skin may thus assist in determining the molecular pathways and cell signaling processes involved in the process.

In this study we investigated the multifaceted effect of shikonin on mouse skin tissue *in vivo* at the transcriptome and the microRNA regulatory levels with an eye to future translational studies. We took advantage of the vast amounts of information obtained from decades of studies on shikonin-treated mammalian tissues [3, 4, 6–9, 11, 12, 20] and employed a network knowledge-based approach to analyze the genome-wide transcriptome activity *in vivo* for possible correlation with specific microRNA expression activities. We found that expressions of various EMT process-related microRNAs, such as microRNA-200a, -200b, -200c, -429, -141, and -205 were suppressed in skin after shikonin treatment. Consistent with these findings, histological results showed that shikonin induced EMT consistent cellular and tissue behavior in the epidermal layer during the process of wound healing. These findings provide cellular and molecular evidence supporting previous studies on the wound-healing [6, 20] and immune-modulatory activities of shikonins [6, 7] and have generated a new integrated strategy for investigating the mode of action of shikonins and other potent phytomedicines.

## 2. Materials and Methods

### 2.1. Mice

Female C57BL/6JNarl mice (National Laboratory Animal Breeding and Research Center, Taipei, Taiwan) were maintained under pathogen-free conditions on standard laboratory chow and water in the animal facilities of the Agricultural Biotechnology Research Center, Academia Sinica. All mice used in the experiments were 6–8 weeks old.

### 2.2. Treatment of Mouse Skin with Shikonin

Solutions containing 10 *μ*g/*μ*L shikonin (*Nacalai* Tesque, Kyoto, Japan) or 100 *μ*M phorbol 12-myristate 13-*acetate *(*TPA*; *Sigma*, St. Louis) in acetone were prepared immediately before use. Aliquots of 100 *μ*L of the test chemicals were pipetted onto the abdominal skin area of mice, immediately spread evenly, and allowed to air dry completely. Test skin treated with solvent (acetone) alone was used as a negative control. For each treatment, the test area was marked with an ink stamp encircling a surface area of 2.3 cm in diameter (i.e., 4.15 cm^2^). Animals were sacrificed at 4 or 24 hours after treatment, and treated or untreated skin samples were excised and frozen in liquid nitrogen for further RNA or protein expression analyses. For wound-healing experiments, 20 *μ*L shikonin solution or control solvent (acetone) was pipetted 3-4 mm beyond the margins of the wound (~40 mm^2^) on days 0, 2, and 4. The concentration of shikonin for topical application was 5 *μ*g/*μ*L (100 *μ*g/wound), which was selected based on our preliminary wound-healing experiment (data not shown).

### 2.3. Microarray and MicroRNA Array Analyses

For total RNA extraction, frozen skin samples were homogenized in liquid nitrogen. Subsequently, total RNA was extracted using TRIzol reagent (Invitrogen) according to the manufacturer's instructions and resuspended in 30 *μ*L of diethyl pyrocarbonate-treated (DEPC) water. A total of 8 hybridizations were performed for acetone-treated and shikonin-treated skin samples, and each test time point and treatment was analyzed in duplicate samples on separate chips. Standard Pearson correlation coefficients were used to determine the consistency of gene expression in each replicate array as previously described [24]. For microarray analysis, fluorescent aRNA (antisense RNA) targets were prepared from 2.5 *μ*g total RNA samples using OneArray Amino Allyl aRNA Amplification Kit (Phalanx Biotech Group, Taiwan) and Cy5 dye labeling (Amersham Pharmacia, Piscataway, NJ). Fluorescent targets were hybridized to the Mouse OneArray Whole Genome DNA microarray (Phalanx, Hsinchu, Taiwan) as previously described [29, 30], which contained 29,922 mouse genome probes, with Phalanx hybridization buffer using the Phalanx Hybridization System. After hybridization for 16 h at 50°C, nonspecific binding targets were washed away and the Cy5 fluorescent intensities for each spot were analyzed by GenePix 4.1 software (Molecular Devices, Sunnyvale). Data were analyzed using Spotfire software to determine whether a test gene was present or absent and whether the expression level of a gene in an experimental sample was significantly increased or decreased relatively to the control sample [24]. Changes in expression levels were evaluated as the averages of log_2_ [shikonin treatment/acetone treatment]. The microarray data have been deposited to the Gene Expression Omnibus database at NCBI (GEO; http://www.ncbi.nlm.nih.gov/projects/geo/) under the accession number GSE32694.

For microRNA array analysis, Febit's biochips (Geniom Biochip MPEA, mus musculus) were used. The probes were designed as the reverse complements of all mature microRNA sequences, which were published in the current Sanger miRBase release (version 14.0, September 2009) [31] for mus musculus. The probes on the chips were synthesized with intra-array replicates to increase the statistical confidence and to compensate for potential positional effects. RNA samples obtained from skin tissues treated with acetone or shikonin for 24 hours were subjected to a quality check to determine the quality and quantity of the sample RNA. The quality control was conducted using the Agilent 2100 Bioanalyzer and the RNA 6000 Nano Kit according to the manufacturer's instructions. For each array, test RNA was suspended in Febit's proprietary microRNA hybridization buffer (25 *μ*L per array). Hybridization was performed automatically for 16 hours at 42°C using the Geniom RT Analyzer. Following the labeling procedure, the biochips were stringently washed and the quantile normalization was performed according to the manufacturer's instructions [32, 33]. A total of 4 hybridizations were performed for acetone-treated and shikonin-treated skin samples, and each treatment was analyzed in duplicate on separate chips. In contrast to genomic DNA microarray analysis, the whole dataset microRNA (710 microRNAs) was systematically analyzed without filtering by “fold change” of expression level. Changes in expression levels were also revealed as averages of log_2_ [shikonin treatment/acetone treatment]. Combined analyses of the microarray and microRNA datasets were performed by using the MetaCore software to predict the modulatory effect of shikonin on skin tissue. The microarray data have been deposited to the database at NCBI (GEO; http://www.ncbi.nlm.nih.gov/projects/geo/) under the accession number GSE32695.

### 2.4. Immunofluorescence and Histological Staining

Skin specimens were fixed with 4% formalin and embedded in paraffin. For histological comparison, 6 *μ*m thick sections were then cut and stained with hematoxylin and eosin (H&E). For immunofluorescence staining, fixed tissue sections were initially immersed in boiling sodium citrate buffer (0.01 M sodium citrate buffer, pH 6.0) for 30 min (antigen retrieval step). Skin sections then were blocked with 5% nonfat milk and incubated with polyclonal anti-FSP-1 antibody (Millipore, 07-2274, 1 : 200 dilution), monoclonal anti-E-cadherin antibody (Epitomics, 4552-1, 1 : 100), or monoclonal anti-vimentin antibody (Santa Cruz, sc-21791-PE, 1 : 200) in 1% nonfat milk for 1 hour at room temperature. Sections were washed with PBS containing 0.1% Tween 20. To detect primary antibodies, some sections were incubated with fluorescein isothiocyanate-conjugated anti-mouse-IgG (Jackson, 111-095-003, 1 : 200) (for FSP-1). 4′,6-Diamidino-2-phenylindole dihydrochloride (1 *μ*g/mL) was used to stain nuclei. Fluorescence microscopy evaluation of immunostained tissue sections was performed using a Zeiss Axiovert 200 M microscope (Carl Zeiss, Heidelberg, Germany). Images were captured with a digital camera (Orca ER, Hamamatsu) and processed using Axiovision 4.6.3 (Carl Zeiss). The number of individual fluorescent spots as test cells was then scored for comparative analysis and the data were exported to Microsoft Excel.

### 2.5. Real-Time PCR Analysis

To verify the array results, 3 full-thickness skin samples per group were further analyzed as follows. For wound-healing experiments, skin tissues surrounding the wound area (1 cm in diameter) were prepared by removing the subcutaneous fat and connective tissue [34]. Real-time PCR reactions were performed using microRNA- and mRNA-specific primers for Zeb1; Zeb2; microRNA-200a, -200b, -200c, -141, -429, and -205. For mRNA analysis, complementary DNA (cDNA) was randomly primed from 2.0 *μ*g of total RNA using the Superscript reverse transcription kit (Invitrogen) according to the manufacturer's instructions. Reactions were incubated at 50°C for 50 min, and PCR amplification was carried out after denaturing at 95°C for 10 s. The following primers were used: mouse Zeb1, 5′-TGGCAAGACAACGTGAAAGA-3′ (forward), and 5′-AACTGGGAAAA TGCATCTGG-3′ (reverse); mouse Zeb2, 5′-TAGCCGGTCCAGAAGAAATG-3′ (forward), and 5′-GGCCATCTCTT TCCTCCAGT-3′ (reverse); mouse E-cadherin, 5′-AATGGCGGCAATGCAATCCCA AGA-3′ (forward), and 5′-TGCCACAGACCGATTGTGGAGATA-3′ (reverse); mouse Gapdh, 5′-AGGTCGGTGTGAACGGATTTG-3′ (forward), and 5′-TGTAGACCATGT AGTTGAGGTCA-3′ (reverse). Real-time PCR amplifications were performed using a LightCycler 2.0 Real-Time PCR System (Roche, Basel, Switzerland), and results were normalized to mouse glyceraldehyde 3-phosphate dehydrogenase (Gapdh) as an internal control. For microRNA analysis, 5 *μ*g of total RNA extracted from each test sample was reverse-transcribed into cDNA using the Mir-X miRNA First-Strand Synthesis Kit (ClonTech). The Mir-X miRNA qRT-PCR SYBR Kit (ClonTech) was then used to quantify microRNAs according to the manufacturer's instructions. The microRNA-specific forward primers contained the following sequences: mouse microRNA-200a, 5′-TAACACTGTCTG GTAACGATGT-3′; microRNA-200b, 5′-TAAT ACTGCCTGGTAATGATGA-3′; microRNA-200c, 5′-TAATACTGCCGGGTAATGATGGA-3′; microRNA-141, 5′-TAACACTGTCTGGTA AAGATGG-3′; microRNA-429, 5′-TAATAC TGTCTGGTAATGCCGA-3′; microRNA-205, 5′-TCCTTCATTCCACCGGAGTCTG-3′. A universal reverse primer was used for each microRNA according to the manufacturer's instructions. For microRNA quantification, the delta-delta *C*_*t*_ method was used to determine the level of each microRNA relatively to the level of U6 small nuclear (sn) RNA. Data are mean values ± S.D. of three independent experiments performed in triplicate.

### 2.6. Western Blot Analysis

For total protein extraction, acetone- (vehicle) and shikonin-skin samples were immerged in 500 *μ*L of lysis buffer (50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 0.5% Triton X-100, 20 mM EGTA, 1 mM dithiothreitol, 1 mM Na_3_VO_4_, and appropriate protease inhibitor cocktail tablets) for 10 min. For isolation of total protein, mouse skin samples were excised, immediately placed in liquid nitrogen, and pulverized with metal beads (2 mm in diameter) at 4°C for 30 min. Lysates were centrifuged at 12,000 ×g for 20 min, and supernatant containing 30 *μ*g of protein was boiled in SDS sample loading buffer for 10 min before electrophoresis on a 8% PAGE BisTris gel (Invitrogen). After electrophoresis for 2 h, proteins in the gel were transferred to a polyvinylidene difluoride membrane (Novex, San Diego, CA), and the blots were blocked with 5% nonfat dry milk in PBST buffer (PBS containing 0.1% Tween 20) for 60 min at room temperature. The membranes were incubated overnight at 4°C with anti-MMP-9 antibody (1 : 50,000), anti-MMP-2 antibody (1 : 10,000), anti-E-cadherin antibody (1 : 3,000), or anti-vimentin antibody (1 : 3,000). Washed blots were incubated with a 1 : 10,000 dilution of HRP-conjugated anti-rat, anti-mouse, or anti-rabbit secondary Abs. Equal protein loading was assessed using mouse *β*-actin (Sigma). All antibodies were purchased from Abcam (Cambridge, UK). The protein bands were visualized on HyperMax film using the ECL system (Amersham Biosciences).

### 2.7. Wound Creation and Scoring of Wound Tissues

Cohorts of 8- to 12-week old C57BL/6 mice were used for the creation of physical wounds. All test animals were treated according to the guidelines outlined by the Institutional Animal Care and Use Committee. Two standardized full-thickness wounds, 4.5 mm in diameter, were made with a scalpel on mouse abdominal skins, one on each side of the midline. Eight mice were initially sacrificed at day 0, then a group of 16 mice (8 control and 8 shikonin-treated mice) were killed at each of the indicated time points (days 1–5). Therefore, in all, a total of 88 mice were randomly assigned to either the control group or the shikonin-treatment group. Digital images were taken on the day of surgery and each subsequent day. For scoring of wound healing, the wound areas (in mm^2^) were calculated from wound perimeter tracings and were compared using Image Pro Plus 6.0 software (Media Cybernetics, Maryland). Wound areas were normalized by setting the day 0 wounding level as 100%; relative wound areas on the subsequent days were expressed as a percentage of the day 0 value [35]. After scoring of the wound area, three mice from each group (*n* = 8) were subjected to immunofluorescence observation and the other five mice underwent RNA expression study.

## 3. Results

### 3.1. Histological and Physiological Changes in Mouse Skin Tissues in Response to Topical Treatment with Shikonin

We initiated this study by evaluating the histological and physiological effects of shikonin on mouse abdominal skin.  Figure 1(a) shows the histological features of typical skin biopsy samples of four representative test mice. A total of 5.3 cm^2^ of skin area was treated for 4 or 24 hours with 100 *μ*L acetone containing 10 *μ*g/*μ*L (3.5 mM) shikonin or 100 *μ*M 12-O-tetradecanoylphorbol-13-acetate (TPA), a well-known inflammatory agent. TPA stimulation was used as a positive control for an inflammatory condition in skin tissue. We observed a much thicker epidermal tissue with up to a 5-fold increase in thickness (shown as black bars) in shikonin-treated skin tissues than control skin tissues. The epithelium of skin tissues in the acetone- (vehicle control) treated group exhibited only 2-3 cell layers. Underneath the epithelium, a high population of cells infiltrated into the dermis layer in shikonin-treated skin tissues (Figure 1(a)—(B)) as compared to those treated with acetone (Figure 1(a)—(A)). These results suggest that shikonin can enhance the tissue permeability or cell chemotaxis in test mouse skin tissues, indicating that shikonin can initiate its cellular or physiological effect at a very early stage during the wound-healing process, that is, at 4 h after treatment)”. In addition, disorganization and an increased number of fat cell layers were readily observed in shikonin-treated skins (Figure 1(a)-(B)). In mouse skins topically treated with TPA, epidermal cell layers became swollen and thickened, and various cell types penetrated into the stromal/dermal/fat tissue layers (Figure 1(a)-(C)), in a similar fashion as observed for shikonin-treated skin tissue (Figure 1(a)-(B)). However, the shikonin-treated skins still maintained a distinctive border (stratum basale) between the epidermal layer and the dermal layer; by contrast, in TPA-induced inflamed skin, no boundary between the epidermal and dermal tissues could be detected. These specific and different physiological effects on multiple cell layers of normal skin tissue suggest that although the shikonin-treated skins exhibited some inflammation-associated cellular characteristics, the treatment apparently did not cause damage at the tissue level. These results support previously reported pharmacological activities of the shikonins and the traditional medical use of shikonin-containing *Lithospermum erythrorhizon* plants in skin wound-healing [4–6].

### 3.2. Shikonin Treatment Results in Differential Gene Expression in Mouse Skin Tissues

In order to systematically evaluate the effects of shikonin on mouse skin tissues, we next compared the gene expression profiles in shikonin-treated versus acetone-treated skin tissues at different time points. 

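Abdominal skin of mice was treated with 100 μL acetone, the solvent control, or with 100 μL acetone containing shikonin, a naphthoquinone from Lithospermum roots, at 10 μg/μL, and skin RNA was taken 4 h or 24 h later. There were 4 groups (acetone 4 h, shikonin 4 h, acetone 24 h and shikonin 24 h) of 2 arrays each, 8 arrays in all. Each array measured the Cy5 label of the RNA of 1 skin sample on the Mouse OneArray. Of its 29922 probes, 13853 have an intensity on all 8 arrays and 16069 are blank on all 8, and the filter that left them blank is not given in the sources used here. Among the measured probes, 11550 have 1 gene symbol and 2303 have none. They name 9987 genes, and for the 1379 genes with more than 1 probe the probe with the highest mean stood for the gene. The median intensity was between 1129 and 1130 on every array, and other quantiles matched as closely, so the table was taken as already normalized between arrays by the authors. Replicate arrays had Pearson correlations across probes of 0.992 (acetone 4 h), 0.986 (shikonin 4 h), 0.988 (acetone 24 h) and 0.991 (shikonin 24 h). Intensities below 203.4, the level at 5% of all values (7.67 on the log2 scale), were raised to that floor before log2 was taken. A fold is given as at least its size where both arrays of the dimmer group lay at the floor or an array of the brighter group was saturated (65000 or above, which 161 probes reached on at least 1 array).

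Shikonin was compared with acetone at each time by limma on the log2 values of all 8 arrays, with Benjamini-Hochberg adjustment over the 13853 probes and a threshold of 0.05. The 2-fold criterion of the paper was counted beside it, as a change of at least 2-fold in the same direction in both pairs of arrays with the same replicate number. Gene lists were fixed before the data were examined and tested with camera, the gene set test of limma, with a preset correlation between genes of 0.01 and again with an estimated correlation. The paper speaks of independent experiments, but neither its text nor the sample labels tie the 2 arrays of a group to separate animals. The limma p-values therefore measure only the spread between these arrays, which may be technical, and 2 arrays per group limit the precision. Camera compares the genes of a list with the other genes, and the Fisher's exact test used below counts genes as independent draws. Genes of a list can move together, so very small p-values of these tests do not measure a spread between arrays or animals.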

Total RNA samples were collected at indicated time points for transcriptome and microRNA array analyses as described previously [22–24]. Only genes showing at least a 2-fold change in the level of RNA transcripts in two independent experiments were considered as significant for further analysis. Differences in gene expression levels were calculated by dividing the signal intensity values obtained from shikonin-treated skin tissues by those from acetone-treated tissues. Gene expression profiling analysis showed that a total of 2,300 and 3,930 genes had markedly changed expression levels after 4 hours and 24 hours of pretreatment with shikonin, respectively. 

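At 4 h, genes of the hair follicle led those that were higher in shikonin-treated skin. Krt26 and Krt71, keratins of the inner root sheath, were 102-fold and 62.1-fold higher than in acetone-treated skin (log2 fold changes 6.67 and 5.96, standard errors 0.15 and 0.16, 2 arrays per group). Krt33a and Krt86, keratins of the hair shaft, were at least 73.0-fold and at least 34.3-fold higher, S100a3, a calcium-binding protein of the hair cuticle, was 38.3-fold higher, and Idi2, an isopentenyl diphosphate isomerase, was 127-fold higher. The neutrophil chemokine Cxcl2 was at least 45.1-fold higher, the chemokine Ccl3 30.6-fold, the cytokine oncostatin M (Osm) 36.4-fold and the thyroid hormone-binding protein Crym 33.9-fold. Among the genes that fell at 4 h were Flg, the precursor of filaggrin (log2 fold change -5.24), and other genes of the upper epidermis: the cornified envelope genes Lce1a2 (-3.87), Lce1b (-3.40) and Lce1c (-3.36), the keratin Krt78 (-3.46) and the cytokine Il1f6, now called IL-36 alpha (-3.61). Lce1m, of the same envelope family, was at least 23.5-fold lower and the protease inhibitor Serpinb12 at least 22.8-fold lower, Serpina12 (vaspin) fell (-3.99), and Gucy1a1, a subunit of soluble guanylate cyclase, was at least 9.91-fold lower.

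At 24 h, the list was led by products of inflamed tissue. Cxcl5, another neutrophil chemokine, was at least 322-fold higher, Cxcl2 at least 237-fold, Ccl3 at least 310-fold and Ccl4 at least 185-fold. The soluble pattern receptor Ptx3 was at least 278-fold higher, the acute-phase protein Saa3 at least 176-fold, and Acod1, the itaconate-producing enzyme of activated macrophages, at least 173-fold. The interferon-induced genes Rsad2 and Oasl1 were 118-fold and 87.7-fold higher, and Clec4d, a lectin receptor of myeloid cells, 92.8-fold. These folds rest in part on low levels in the acetone 24 h arrays: against the acetone 4 h arrays, a comparison chosen after seeing the data, all 10 genes still passed with smaller log2 fold changes, such as at least 3.78 for Cxcl5, at least 5.64 for Ccl3 and 3.42 for Clec4d. The genes that fell most were of the epidermis and its lipids: Alox12e, an epidermal lipoxygenase (log2 fold change -7.55, standard error 0.10), Krt15, a basal keratin (-6.88), and Lor, the envelope protein loricrin (-6.31). Fa2h, a fatty acid hydroxylase, was at least 116-fold lower and Krt10, the main suprabasal keratin, at least 82.4-fold lower. Lce1m (-6.92) and Lce1c (-6.32) fell further than at 4 h, Lce1a2 was at least 76.3-fold lower, and Cyp2e1, a cytochrome P450, fell too (-6.24). Each of these genes passed limma with an adjusted p of 8.63e-07 or less and moved the same way in all 4 pairings of shikonin with acetone arrays.

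By the 2-fold criterion, 1721 probes changed at 4 h (1022 higher, 699 lower) and 3427 at 24 h (1725 higher, 1702 lower), which are 1172 and 2535 named genes. In the limma test 2936 probes were higher and 3514 lower at 4 h, and 4022 were higher and 4481 lower at 24 h, 46.6% and 61.4% of those tested. Probes past the 2-fold criterion at both times numbered 1044, of which 603 were higher and 369 lower at both, where independent lists of these sizes would share 127.3 and 85.9. The fold changes at the 2 times, each with its own acetone arrays, had a Pearson correlation across probes of 0.54 (Spearman 0.45), and probes are not independent replicates. In 5999 probes the effect of shikonin at 24 h differed from that at 4 h by limma's interaction term.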

By comparing and grouping the number of shikonin-responsive genes using the MetaCore program, we found that shikonin treatment can result in 5 major cellular/physiological effects with known molecular or biochemical functions (Figure 1(b)). This gene-clustering analysis showed that the top five gene functional groups significantly modulated through shikonin stimulation, either at 4 or 24 h after treatment were cell adhesion (cytoskeleton and cell movement), chemotaxis, inflammation, IL-10-mediated anti-inflammation, and cytokine-mediated immune response. These responses suggest that shikonin treatment induces an integrated tissue-wide response involving cell chemotaxis, attachment, and cellular immune responses.

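Chemokine genes had the largest median of the 5 groups at 24 h. Of 41 measured chemotaxis genes, 21 were higher and 9 lower at 4 h, and 31 were higher and 8 lower at 24 h by limma (22 and 9, then 31 and 8 when adjusted over the list alone). The members that fell most were Cxcl9 (log2 fold change -2.95) and Ccl5 (-1.69) at 4 h, which attract T cells, and Xcl1 (-2.51) and Ccl17 (-2.46) at 24 h. Against the acetone 24 h arrays, a comparison chosen after seeing the data, Cxcl9 (-0.02) and Ccl5 (at least 0.19) were not lower at 4 h. The list's median log2 fold change was 0.76 at 4 h (camera, adjusted p = 4.37e-06) and 2.46 at 24 h (camera, adjusted p = 7.03e-09).

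Of 41 inflammation genes, 30 rose and 7 fell at 4 h, and 33 rose and 6 fell at 24 h (30 and 8, then 33 and 6 when adjusted over the list alone), with medians of 1.38 (camera, adjusted p = 5.32e-09) and 2.10 (4.37e-10). The list for cytokine-mediated immune response had 21 higher and 4 lower of 37 at 4 h and 24 higher and 6 lower at 24 h (22 and 4, then 24 and 6 when adjusted over the list alone), and medians of 0.62 (camera, adjusted p = 5.40e-05) and 0.89 (3.51e-05). Its highest member at both times but for Osm and the receptor Csf3r was Csf3, the growth factor of granulocytes, at least 29.8-fold higher at 4 h and at least 28.1-fold at 24 h. Its lowest members were Il18 (-2.03 at 4 h), Il7 (-1.76 at 4 h and -2.19 at 24 h) and Tslp (-2.32 at 24 h). For IL-10-related genes, 16 of 19 rose and 1 fell at 4 h, and for cell adhesion 16 of 31 rose and 6 fell (the counts were equal when adjusted over the list alone), with medians of 1.52 (camera, adjusted p = 8.16e-09) and 0.45 (0.00224). The shift of the adhesion list at 4 h gave an adjusted p = 0.0504 with an estimated correlation, and the other calls in these groups hold with it.

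Markers of neutrophils moved with these groups, with a median log2 fold change of 2.88 at 4 h and 4.05 at 24 h over 17 genes. Of these 5 lists, 3 differed between the acetone groups, with medians at 24 h relative to 4 h of -0.46 for chemotaxis, -0.53 for inflammation and -0.59 for the IL-10 list, and the lists for cytokine-mediated immune response and adhesion did not pass (camera, adjusted p = 0.323 and 0.0514). The themes of these lists come from the results the paper drew from the same samples, so their direction is not independent evidence.

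**Figure D1:**
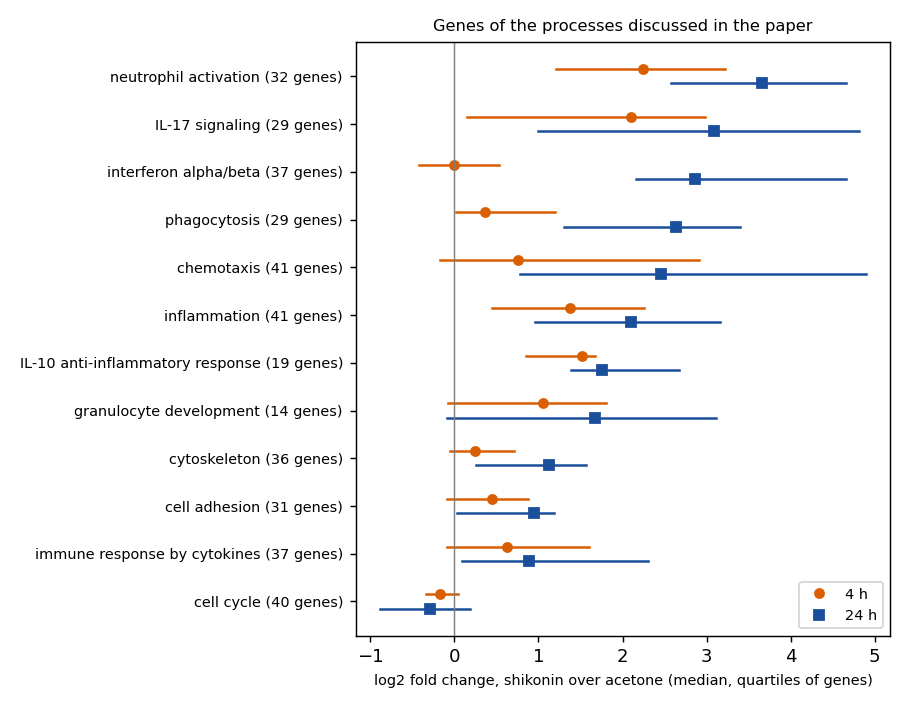
Median log2 fold change of shikonin over acetone (horizontal axis) for genes of the processes the paper discusses, at 4 h (circles) and 24 h (squares). Lines span the quartiles of the measured genes, whose number follows each name. Interferon genes lie around 0.00 at 4 h and 2.86 at 24 h, and chemotaxis genes at 0.76 and 2.46.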

Next, these responsive genes were grouped and classified according to the *P* value of the hypergeometric intersection, which indicates the “trend” or the “consistence” of a test dataset in gene-clustering analysis. A lower *P* value of the entity means higher relevance to the dataset, which appears in the higher rating of the entity [36]. By comparing the −log⁡ [*P* value] level in the different gene clusters, different gene groups can be assigned according to their known cellular and molecular processes, using the MetaCore software. This analysis predicted a list of top ten cellular and molecular processes that may be regulated or affected in skin by topical treatment with shikonin, at 4 (Figure 1(d)) or 24 hours (Figure 1(e)) after treatment. It is important and interesting to note here that the regulation of immunological signaling networks and the control of cell or tissue development signals represent over 80% of the shikonin-responsive gene expression activities. Among them, two are specifically related to cell adhesion or cytoskeleton remodeling. In addition, several key cytokines, including IL-10 and IL-17, were also predicted to play a role in defined cytokine-mediated immune activities in response to shikonin (Figures 1(d) and 1(e)). 

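Genes induced by interferon alpha/beta rose as a group at 24 h. All 37 measured members were higher and none was lower (the same when adjusted over the list alone), with a median log2 fold change of 2.86 (camera, adjusted p = 7.17e-20). At 4 h, 11 were higher and 9 lower (13 and 9 when adjusted over the list alone; median 0.00, camera, adjusted p = 0.426). Among these, Isg20, an antiviral exonuclease, rose (2.08), while Ifit2 (-1.55) and Ifi44 (-1.51) fell. Against the acetone 24 h arrays, chosen after seeing the data, Ifit2 (0.13) and Ifi44 (0.76) did not fall at 4 h and the list's median was 0.62 and passed. The change between the times was itself past the threshold in each of the 37 genes, and the acetone 24 h arrays lay below the acetone 4 h arrays for this list (median -0.61).

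Of 29 phagocytosis genes, 13 rose and 2 fell at 4 h (median 0.37, camera, adjusted p = 1.74e-04), and 26 rose and 2 fell at 24 h (median 2.64, camera, adjusted p = 5.61e-12). When adjusted over the list alone, 13 and 3, then 27 and 2 passed. With the acetone arrays of the other time, a swap that mixes time with treatment, the medians were 1.57 at 4 h and 1.78 at 24 h. The size of the rise between the times therefore depends on which acetone arrays serve as the control. Fcgr1, the high-affinity Fc receptor, was at least 31.5-fold higher at 24 h and the lipopolysaccharide receptor Cd14 at least 24.6-fold, while Mertk, a receptor for apoptotic cells, fell at 4 h (-1.16, though not on its second probe, at -0.07). Markers of monocytes and macrophages moved with them at 24 h (median 2.19 over 22 genes, 10 of which stand in another list too).

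Cell cycle genes did not shift as a group (4 higher and 7 lower of 40 at 4 h, 5 higher and 17 lower at 24 h, camera, adjusted p = 0.473 and 0.170; 4 and 6, then 5 and 17 when adjusted over the list alone). At 24 h Pttg1 (securin) rose by a log2 fold change of 2.58, and the mitotic genes Kif23 (-1.78) and Prc1 (-1.58) fell, as did Mcm6 (-1.50) of the replication helicase at 4 h.

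In Fisher's exact test of list members among the genes past the 2-fold criterion, inflammation led at 4 h (30 of 41, adjusted p = 2.87e-18), followed by neutrophil activation (24 of 32, adjusted p = 2.95e-15). Chemotaxis (22 of 41) had an adjusted p = 3.58e-10. At 24 h interferon alpha/beta led (35 of 37, adjusted p = 1.75e-17), with neutrophil activation (30 of 32) at 6.49e-15, chemotaxis (35 of 41) at 1.28e-14 and phagocytosis (22 of 29) at 7.10e-08. The software and gene groups of the paper were not used here. These lists too were themed on the paper's results from these samples and are not independent evidence of direction.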

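Integrins of leukocytes were the adhesion genes with the largest rise at 24 h. Itgb2 and Itgam, the chains of the integrin Mac-1, were 16.9-fold and 11.4-fold higher in shikonin-treated skin (log2 fold changes 4.08 and 3.51, standard errors 0.26 and 0.15). Itgb4, the hemidesmosome integrin of basal keratinocytes (-1.45), and Vwf, the von Willebrand factor of endothelium and platelets (-1.69), fell. At 4 h the matrix protein thrombospondin 1 (Thbs1) was at least 8.05-fold higher and E-selectin (Sele), which captures leukocytes on endothelium, at least 5.75-fold, and the junction molecule Jam2 fell (-0.71). Over the list, 20 of 31 genes rose and 5 fell at 24 h by limma (21 and 5 when adjusted over the list alone), with a median of 0.95 (camera, adjusted p = 3.42e-04).

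Of 36 cytoskeleton genes, 17 rose and 6 fell at 4 h, and 24 rose and 5 fell at 24 h (18 and 6, then 25 and 5 when adjusted over the list alone). The actin bundler of leukocytes Lcp1 was 4.96-fold higher at 4 h and 7.08-fold at 24 h, Pfn1 (profilin) 3.83-fold at 4 h and Coro1a, an actin regulator of blood cells, 5.17-fold at 24 h. Smooth muscle myosin light chain Myl9 (-2.28) and the actin-severing gelsolin Gsn (-1.05) fell at 24 h. The median was 0.24 at 4 h (camera, adjusted p = 0.00257, and adjusted p = 0.0504 with an estimated correlation) and 1.13 at 24 h (2.49e-05). With the acetone arrays of the other time, chosen after seeing the data, it was 0.64 at 4 h and 0.64 at 24 h.

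Among the genes past the 2-fold criterion, Fisher's exact test gave an adjusted p = 0.375 for adhesion (5 of 31) and 0.341 for cytoskeleton (6 of 36) at 4 h, and 0.00818 (15 of 31) and 0.00253 (18 of 36) at 24 h. Without the dimmer 50% of the probes the adhesion result at 24 h, with 9 members past the criterion, no longer passed, and at a 3-fold criterion neither did adhesion (6) nor cytoskeleton (9). Both lists are themed on these samples and are not independent evidence of direction.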

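Most genes of the IL-17 signaling list, which holds receptor chains as well as downstream genes, rose in shikonin-treated skin at both times. Of its measured genes, 22 stand in another list too. Of 29 measured, 19 were higher and 3 lower at 4 h, and 23 were higher and 3 lower at 24 h by limma (19 and 3, then 24 and 3 when adjusted over the list alone). The list had median log2 fold changes of 2.11 (camera, adjusted p = 3.15e-10) and 3.09 (9.52e-10), and both calls hold with an estimated correlation. Its highest members were Cxcl2 and Csf3 at 4 h and Cxcl5 and Cxcl2 at 24 h. The antimicrobial protein gene Lcn2, also in the list, was at least 87.0-fold higher at 24 h. Of its lower members, Defb3, a beta-defensin, fell at 4 h (-1.34, standard error 0.22, but at least 1.21 against the acetone 24 h arrays, chosen after seeing the data), Ccl20, which attracts cells bearing Ccr6, was at least 2.74-fold lower at 24 h, and Il17rc, a chain of the IL-17 receptor, fell at both (-0.75 and -1.80). The list was lower in acetone-treated skin at 24 h than at 4 h (18 of 29 genes lower, median -0.68).

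The gene for IL-10 itself was higher at both times: Il10 had a log2 fold change of 1.19 at 4 h (standard error 0.16, limma, adjusted p = 3.57e-04) and was at least 2.88-fold higher at 24 h (limma, adjusted p = 3.63e-05), where both acetone arrays were at the floor. All 4 shikonin values of Il10 lay above the acetone values of their time. Its level was low, with a mean log2 intensity of 9.19 in shikonin-treated skin at 24 h against a median of 10.14 over all probes, and with the floor raised to the 25th percentile neither time passed (0.32 at 4 h and 0.36 at 24 h). The difference between the times did not pass (0.33, limma, adjusted p = 0.278). Il17a is blank on these arrays, so no level of IL-17A can be given. The IL-17 list was themed on the paper's results from these samples and is not independent evidence.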

Interestingly, our analysis further revealed a relationship between shikonin stimulation and activities of specific cell types, such as transcription regulation of granulocyte development and neutrophil activation. These results suggest that shikonin treatment of skin may induce specific growth or differentiation activities according to cell type and may subsequently facilitate the tissue remodeling at the organ level that we had previously observed in mouse and pig skins [6, 20].

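Genes that neutrophils use rose together at both times. Of 32 neutrophil activation genes, 26 were higher and 2 lower at 4 h, and all 32 were higher at 24 h by limma (26 and 3, then 32 when adjusted over the list alone). Hdc, the enzyme that makes histamine, was 28.8-fold higher at 4 h and at least 41.4-fold at 24 h, and the neutrophil collagenase Mmp8 25.6-fold at 4 h with a log2 fold change of at least 6.23 at 24 h. Fcgr4, an Fc receptor of neutrophils and monocytes, was among the 2 that fell at 4 h (-0.78), but it was higher (2.01) against the acetone 24 h arrays, a comparison chosen after seeing the data. The median was 2.24 at 4 h (camera, adjusted p = 4.42e-15) and 3.65 at 24 h (2.33e-18), and both calls hold with an estimated correlation. The 17 marker genes of neutrophils, all of which stand in another list too, had 15 higher and 1 lower at 4 h (camera, adjusted p = 3.61e-12) and 17 higher at 24 h (1.70e-12), with the same counts when adjusted over the list alone.

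Of 14 measured genes of granulocyte development, 10 rose and 3 fell at 4 h, and 9 rose and 3 fell at 24 h (10 and 4, then 10 and 3 when adjusted over the list alone). Csf3r, the receptor of the granulocyte growth factor, was 4.67-fold higher at 4 h and 29.0-fold at 24 h, Myc 4.93-fold at 4 h, and the granule protein gene Ngp at least 14.2-fold at 24 h. The members that fell include Mpo, the myeloperoxidase made by granulocyte precursors (-2.90 at 24 h), and the transcription factors Cebpa (-1.13 at 4 h and -2.42 at 24 h) and Lmo2 (-1.44 at 4 h), which act in early blood cells. A second probe of Cebpa went the other way at 4 h (0.82). Cebpa also stands in the adipocyte list, so its fall need not concern blood cells. The medians of 1.06 (camera, adjusted p = 0.00224) and 1.67 (0.00622) passed with the preset correlation, whereas adjusted p = 0.105 and 0.123 with an estimated correlation, and neither passed without the dimmer 50% of the probes. The neutrophil markers were also lower in acetone-treated skin at 24 h than at 4 h (11 of 17 genes lower, median -1.12). The lists for activation and development take their themes from these samples and are not independent evidence.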

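Marker lists of the cell types of skin moved in different directions. Genes of the suprabasal and cornified layer, which form the skin barrier, fell: of 31 measured, 24 were lower and 2 higher at 4 h (median log2 fold change -1.49, camera, adjusted p = 2.83e-10), and 27 were lower and none higher at 24 h (-3.93, adjusted p = 1.76e-13; 24 and 2, then 29 and 0 when adjusted over the list alone). The transglutaminase genes Tgm3 (1.62) and Tgm1 (0.71) were the 2 that rose at 4 h, and Flg was at least 144-fold lower at 24 h. Of 12 markers of basal keratinocytes, 4 were lower and 2 higher at 4 h (camera, adjusted p = 0.550) and 8 were lower at 24 h (-1.46, adjusted p = 0.00136), with the same counts when adjusted over the list alone. Krt5 fell by 2.53 on the log2 scale at 24 h, and Sfn (stratifin) rose at 4 h (1.14) where Col17a1, a hemidesmosome collagen, fell (-1.18). In stained sections the paper reports a thicker epidermis after shikonin, and RNA of whole skin does not measure thickness.

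Genes that keratinocytes switch on in wounds were mixed at 4 h (11 higher and 7 lower of 24) and mostly higher at 24 h (20 higher, 1 lower; 11 and 8, then 20 and 1 when adjusted over the list alone). Of these 24 genes, 9 stand in another list too. S100a9, which neutrophils make as well, was 4.77-fold higher at 4 h and 62.0-fold at 24 h, Sprr2f, a small proline-rich protein of the envelope, 21.6-fold at 24 h, and the growth factor Ereg fell at 4 h (-2.02, standard error 0.38). The median was 0.21 at 4 h (camera, adjusted p = 0.0374, and adjusted p = 0.110 with an estimated correlation; not passed without acetone 4 h replicate 2, at 0.12, or shikonin 4 h replicate 1, at 0.16) and 1.92 at 24 h (1.88e-08). In acetone-treated skin 21 of these 24 genes were lower at 24 h than at 4 h (median -1.39). With the acetone arrays of the other time, an alternative chosen after seeing the data, the list's median was 2.47 and passed at 4 h, but was 0.13 and did not pass at 24 h. Its order in time thus differs with the control, but this swap mixes time with treatment and does not test the time-matched order. In that comparison neither Sprr2f at 24 h (0.11) nor Ereg at 4 h (-0.41) passed.

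All 15 measured hair follicle genes were higher at 4 h (median 4.17, camera, adjusted p = 4.42e-15; 15 when adjusted over the list alone), with 6 of 9 melanocyte markers higher at that time too, while 2 were higher and 9 lower at 24 h (-0.78, adjusted p = 0.00717, and adjusted p = 0.223 with an estimated correlation). The differentiation factor Dlx3 (-3.16) and the keratin Krt73 (at least 7.94-fold lower) were the lowest at 24 h. Of 22 markers of dermal fibroblasts, 14 were lower and 3 higher at 4 h (-0.57, camera, adjusted p = 0.00913, and adjusted p = 0.0855 with an estimated correlation), and 13 were lower and 3 higher at 24 h (-1.11, adjusted p = 0.00234; 16 and 3, then 13 and 3 when adjusted over the list alone). Mfap4, a microfibril protein (-4.03), and dermatopontin Dpt (-2.49) fell at 24 h, and Twist2 rose (0.83). Of 15 endothelial markers, 3 were higher and 7 lower at 4 h and 9 higher and 4 lower at 24 h (camera, adjusted p = 0.329 and 0.120; the counts were equal when adjusted over the list alone). Kdr, the receptor of vascular endothelial growth factor, was 4.34-fold higher and Flt1, another of its receptors, 2.88-fold at 24 h, and Tek, the angiopoietin receptor, fell at 4 h (-1.78).

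Of the 22 monocyte and macrophage markers, 7 were higher and 10 lower at 4 h (median -0.10, mean 0.03, camera, adjusted p = 0.802) and 16 were higher and 1 lower at 24 h (4.14e-07), again with equal counts when adjusted over the list alone. With the acetone arrays of the other time, chosen after seeing the data, the medians were 0.48 at 4 h and 1.11 at 24 h, and both passed. Arg1 (arginase) and Chil3, both made by activated macrophages, were 56.5-fold and 44.8-fold higher at 24 h, and Adgre1, which encodes F4/80, fell at 4 h (-1.69). The marker that fell at 24 h was Csf1r (-0.51, limma, adjusted p = 0.00158), which did not pass against the acetone 4 h arrays (-0.14).

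**Figure D2:**
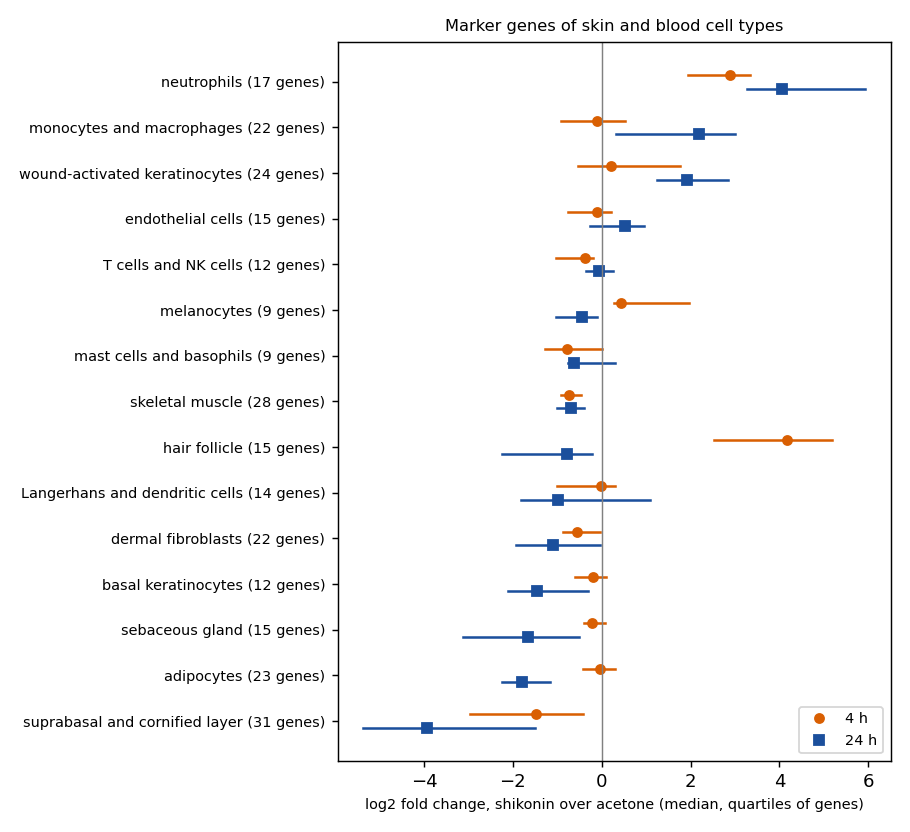
Median log2 fold change of shikonin over acetone (horizontal axis) for marker genes of cell types, at 4 h (circles) and 24 h (squares), with lines over the quartiles of the measured genes. Neutrophil markers lie to the right at both times, genes of the suprabasal and cornified layer to the left at both (-1.49 and -3.93), and hair follicle genes at 4.17 at 4 h and -0.78 at 24 h.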

### 3.3. Combination of Transcriptomic and MicroRNA Array Analyses for Evaluating Signaling Networks Modulated by Shikonin in Skin Tissue

To examine possible hierarchical regulation of the effects of shikonin on gene expression networks at the transcriptome level and to determine the main factors that may coordinate high-level regulation of the stimulatory effects of shikonin on skin tissues, we extended our investigation by combining the use of microRNA array and the transcriptome microarray. In this test, the microRNA expression values for a total 710 microRNAs were obtained from output data. Initial experimental preparations yielded Pearson's correlation values of 0.97 and 0.92 for test biological sample replicates of shikonin- and acetone-treated skins, respectively, confirming the validity of the assay stringency. All microRNAs identified from the normalized data of this analysis were then employed to identify candidate target genes in subsequent studies.

Having analyzed the *in vivo* microRNA expression profiles of cells in skin tissues, we observed that expression levels of a number of microRNA species were consistently regulated after treatment with shikonin for 24 hours. These include the expression of six microRNAs of the microRNA 200 family, microRNA-200a, -200b, -200c, -141, -429, and -205, which were all downregulated (see the left blue bar-containing thermometers in Figure 2(b)). 

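Zeb1 and Zeb2 encode transcription factors that repress Cdh1, the gene for the epithelial adhesion protein E-cadherin, and are targets of the microRNA 200 family. On the arrays of skin treated for 24 h, Zeb2 rose and Cdh1 fell, while Zeb1 was level. Zeb2 had 3 probes, with log2 fold changes of 1.81 (standard error 0.23, limma, adjusted p = 1.27e-04), 1.52 (standard error 0.19, limma, adjusted p = 1.10e-04) and 1.11 (standard error 0.30, limma, adjusted p = 0.0104), from the brightest to the dimmest. These are 3.51-fold, 2.88-fold and 2.15-fold. Cdh1 had a log2 fold change of -1.12 (standard error 0.16, limma, adjusted p = 2.43e-04). Zeb1, with 1 probe, had a log2 fold change of 0.01 (standard error 0.12, limma, adjusted p = 0.939), with mean log2 intensities of 12.11 in shikonin-treated and 12.10 in acetone-treated skin.

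At 4 h, Zeb1 (-0.29, limma, adjusted p = 0.0634) and Cdh1 (-0.35, limma, adjusted p = 0.106) did not pass. The 3 probes of Zeb2 disagreed at this time: the brightest did not pass (-0.30, limma, adjusted p = 0.324), the next was higher (2.02, limma, adjusted p = 3.99e-05) and the dimmest lower (-1.74, limma, adjusted p = 0.00138). Between the acetone groups the dimmer probes of Zeb2 also moved in opposite directions (1.29 and -1.66 at 24 h relative to 4 h), so its level in control skin is uncertain. The effect of shikonin differed between the times for the brightest Zeb2 probe (2.11, limma, adjusted p = 9.61e-04) and for Cdh1 (-0.77, limma, adjusted p = 0.0223). It also differed for the dimmest Zeb2 probe (2.85, limma, adjusted p = 7.43e-04), but not for the second brightest (-0.50, limma, adjusted p = 0.173).

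**Figure D3:**
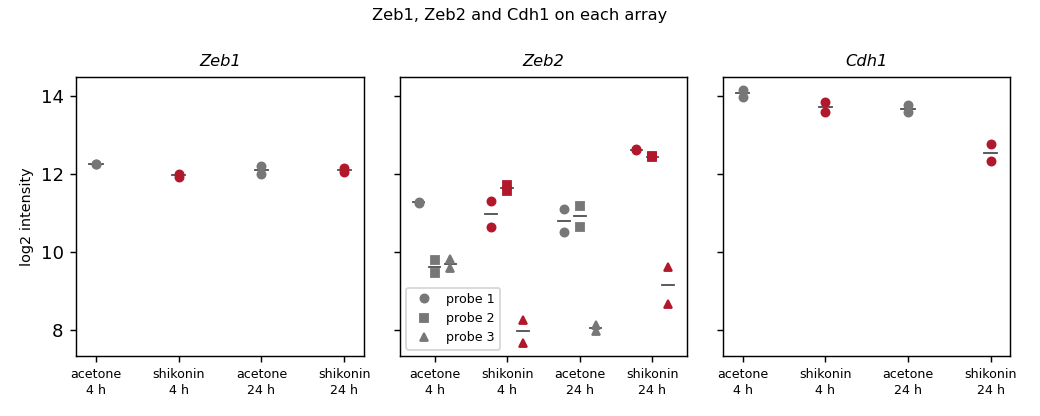
Log2 intensity (vertical axis) of the probes of Zeb1, Zeb2 and Cdh1 on each of the 8 arrays, by group. Each point is 1 array, gray for acetone and red for shikonin, and short lines are the means of 2 arrays. The Zeb1 arrays at 24 h overlap (means 12.11 and 12.10), and the Cdh1 mean is 12.55 with shikonin and 13.67 with acetone at 24 h.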

Consistent with this result, the transcriptomic array analysis also showed that the gene expression levels for Zeb1 (*Tcf8*) and Zeb2 (*Sip1*; *Zfhx1b*) were upregulated after shikonin treatment for 24 hours (see the red bar-containing thermometers in Figure 2(b)).  Figure 2(a), obtained from the *GeneGo Process* of the MetaCore software, shows the hypothetical or candidate networks of EMT processing revealed by our combined analyses of the representative genes and the microRNAs in coordination as a response to shikonin stimulation. This analysis predicted that the EMT process is the only pathway strongly modulated by shikonin treatment of test mouse skin tissue; however, this conclusion was only obtained when we performed the combined analyses of the datasets obtained from both the transcriptome and the microRNA expression profiles (Figure 2(a)). Taken together, our results therefore strongly suggest that shikonin treatment has a potent suppressive effect on the expression of different members of the microRNA 200 family, and the resultant cascade at the RNA transcript level efficiently activates the EMT process through coordinated and potent activation of the Zeb1 (*Tcf8*) and Zeb2 (*Sip1*) gene expressions, the master regulators of the EMT activity.

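Genes of the epithelial state fell at 24 h, and genes of the mesenchymal state moved both ways. Of 35 epithelial genes (junctions, other epithelial proteins and regulators, with no keratins), 26 were lower and 2 higher at 24 h by limma (the same when adjusted over the list alone). Their median log2 fold change was -1.33 (camera, adjusted p = 2.52e-07, which holds with an estimated correlation). The tight junction protein cingulin (Cgn, -4.52, standard error 0.11) and the epithelial splicing regulator Esrp1 (-4.02, standard error 0.10) fell most, while beta-catenin (Ctnnb1, 0.81) rose. At 4 h, 11 were higher and 7 lower (camera, adjusted p = 0.327; the same when adjusted over the list alone), with the desmosome cadherin Dsc3 (at least 3.72-fold) and Cldn3, a claudin (1.55), higher and Cgn (-1.98) and Tjp1, the tight junction protein ZO-1 (-0.91), lower. The difference between the times had a median of -1.64 (camera, adjusted p = 3.42e-11). Markers of neutrophils and of monocytes and macrophages rose at 24 h on the same arrays, and RNA of whole skin does not separate the cell types.

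Of 42 mesenchymal genes, 13 were higher and 16 lower at 4 h, and 14 were higher and 18 lower at 24 h, with the same counts when adjusted over the list alone. Their medians of -0.09 and -0.03 lay opposite in sign to their means (0.20 and 0.30), and the list did not shift (camera, adjusted p = 0.802 and 0.684). The members that rose most were Plaur, the urokinase receptor (18.7-fold at 4 h and 30.7-fold at 24 h), and the protease inhibitor Timp1 (9.08-fold and 15.0-fold). The members that fell most were the collagen genes Col1a1 (-2.42) and Col5a1 (-1.97) at 24 h, and the receptor Pdgfrb (-1.90) and the protease Fap (-1.48) at 4 h.

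Of 13 measured transcription factors tied to epithelial-mesenchymal transition, 5 were higher and 3 lower at 4 h, and 4 were higher and 5 lower at 24 h (5 and 4, then 4 and 5 when adjusted over the list alone; camera, adjusted p = 0.420 and 0.921, with a median of 0.01 and a mean of -0.02 at 24 h). Beside Zeb2, Ets1 rose (at least 3.08-fold at 4 h and at least 2.73-fold at 24 h, the latter lost with the floor at the 25th percentile), as did Prrx1 at 4 h (1.15). Twist1 fell at both times (-1.09 and -1.52), Snai2 (Slug) at 4 h (-1.03) and Sox9 at 24 h (-1.84). These lists take their themes from the paper's results on the same samples and are not independent evidence. The paper sets the rise of Zeb1 and Zeb2 in the transcriptome beside the fall of the microRNA 200 family. It proposes that shikonin releases these regulators from the microRNAs and so starts the transition. By real-time PCR it also reports higher Zeb1 and Zeb2 mRNA at 24 h. The PCR and the microRNA arrays were not analysed here.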

### 3.4. Induction of EMT Features in Shikonin-Treated Skin Tissue

As a followup, the effect of shikonin on the specific cellular features of the EMT process was evaluated in mouse skin using immunofluorescence staining assay. It is known that epithelial cells undergoing the EMT process, that is, those cells that are localized above the basement membrane zone (BMZ) that have gained specific mesenchymal cell markers, are fibroblast-specific protein 1 (FSP1) and/or vimentin positive [13, 16, 17]. In our study, this layer of epithelial cells was characterized by E-cadherin expression (red staining in Figures 3(a)—1; to 3 and 3(b)—7 to 9). The EMT features in TPA-treated skin tissues were detected as a positive control for inflamed skin tissue (Figure 3(a)—3 and 6; Figure 3(b)—9 and 12). A comparison of shikonin- and acetone-treated skin tissues showed that shikonin-treated skins contained a much higher population of epithelial cells positively stained for FSP1 and/or vimentin (Figure 3(a)—2 and 5; Figure 3(b)—8 and 11). By contrast, the surrounding epithelial cells clearly lacked these mesenchymal markers. In agreement with the result from H&E staining of abdominal skin tissue, the thickness of epithelial cell layers was drastically increased in skins treated with shikonin (Figure 1(a)). Statistical analyses of EMT activity clearly showed that shikonin treatment could activate the EMT process in abdominal skin tissues (Figure 3(c)). These results demonstrate the specific stimulatory effect of shikonin on the EMT process in test mouse skins, strongly supporting the results obtained from the microRNA array and transcriptome analyses.

The effect of shikonin on EMT features was also evaluated in ear skin tissues (Figure 3(b)). We found that some cells exhibiting mesenchymal cell markers were also detectable in the ear skin tissues treated with shikonin. However, the level of change in EMT activities was not as obvious as that detected in abdominal skin (Figure 3(a)—2 and 4). The reason for the difference may be the thickness of the epithelial layers in these two different skin tissues. Shikonin treatment did not result in a significant increase in skin thickness in ear skin tissue, contrary to the results seen in abdominal skin. It is important to note here that ear skins have traditionally been used as a popular model for evaluating different pharmaceutical effects of candidate drugs or therapeutics. Our data suggest that the potency or specificity of shikonin-induced EMT activity may depend on skin tissue and the constituent cell type. 

### 3.5. EMT-Related MicroRNA and Protein Expressions in Skin Tissue Are Regulated by Stimulation with Shikonin

Previous studies have shown that expression of microRNA-200 family members and microRNA-205 in particular is necessary for the maintenance of the epithelial phenotype [18, 19], that is, the reverse of EMT activity; thus, we further validated the RNA transcript and microRNA array expression results. The expression levels of EMT process-related mRNAs (Zeb1 and Zeb2) and microRNAs (microRNA-200a, -200b, -200c, -141, -429, and -205) were quantitatively determined by real-time PCR (RT-PCR). In comparison with the vehicle-control skin samples, the observed decrease in the expression levels of specific microRNAs in shikonin-treated skin, although seeming following a similar pattern, was insignificant at 4 hours after treatment (Figure 4(a)). However, at 24 hours after treatment, the expression of these microRNAs was significantly suppressed by shikonin treatment (Figure 4(b)). Consistent with this data, the levels of Zeb1 and Zeb2 mRNAs were also significantly increased in skin tissues treated for 24 hours with shikonin. Taken together, our data suggest that suppression of the expression of these microRNAs plays an important role in the shikonin-induced EMT process *in vivo* in mouse skin. Interestingly, the suppression of the expression of some microRNAs (i.e., microRNA-200a, -200b, and -205) was not statistically significant as conventionally measured by “fold change.” However, when the microRNAs are viewed as a whole, a clear trend in expression could be seen. Based on the pattern of coordinated regulation, our data does support that such less than “substantial fold change” for individual microRNAs, but good alliance in the expression trend as coordinated with across-the-board alteration may confer a good regulatory network for gene expression controls. Our study may thus also indicate the need for such systematic analyses of trends in microRNA expression profiles.

As shown in Figure 4(c), the expression levels of some mesenchymal-associated protein markers such as MMP2, MMP-9, and vimentin were substantially increased in cells of skin treated with shikonin for 24 hours as compared to those in cells obtained from control skin samples, thus validating the shikonin-induced EMT activity in abdominal skin cells. In addition, we observed significant downregulation of E-cadherin expression, another hallmark of EMT, in shikonin-treated skin tissue, especially at 24 hours after treatment. These data are consistent with the mesenchymal features that we observed histologically in tissue sections. 

### 3.6. Epithelial Cells Located in the Wound Margin of Shikonin-Treated Skin Tissues Acquire Mesenchymal Cell Phenotypes

To evaluate the enhancing effect of shikonin on tissue repair in skin wounding, aliquots of 20 *μ*L shikonin solution (5 *μ*g/*μ*L) or control solvent were topically applied to the area surrounding the test wound. Wound closure was measured as the area of epidermal closure (mm^2^) from the initial wound after treatment, and the rates of wound closure (area of granulation tissue remaining exposed) were measured for different treatments (Figure 5(a)). The addition of shikonin (100 *μ*g/wound) significantly accelerated wound-healing activity, especially during the early repair phase (0–2 d), as compared with the acetone-treated mouse skins. This result suggests that topical application of shikonin can increase the rate of wound closure kinetics for skin wound healing.

During the reepithelization phase, epithelial cells in the wound margin tissues can be mobilized through gain-of-mesenchymal features during the wound repair process [34]. Our results above led us to suggest that partial EMT activity is induced by topical application of shikonin onto wounded skin tissues. Therefore, we evaluated mouse skin tissues around the acute wounds during the phase of re-epithelialization. Skin biopsy samples were harvested between 0 and 5 days after the creation of aseptic wounds. As shown in Figure 5(b) through H&E staining, the active migratory tongue of epidermal cells penetrated into the wound tissue bed under the scab at the wound margin (black arrows) at 2 days after stimulation. In these specimens, we observed that many epithelial cells undergoing the EMT process indeed gained mesenchymal markers, such as FSP1 and/or vimentin (Figure 5(b)—3 to 6). A comparison of the shikonin- with acetone-treated skin wounds showed that the migration tongues of shikonin-treated skins contained a significantly higher population of the epithelial cells that were stained positively for FSP1 or vimentin (Figure 5(b)—4 and 5). In addition, expression levels of the 200 family microRNAs in shikonin-treated skin surrounding the wound were also significantly lower than those in the untreated skin, at 2 days after treatment (Figure 5(c)). Consistently, the levels of Zeb1 and Zeb2 mRNAs were also significantly increased in the shikonin-treated skin wounds (Figure 5(d)). Taken together, the results shown in Figure 5 are consistent with the data obtained from normal skins which were not subjected to wound creation (Figures 3 and 4). In summary, our data acquired by integrating multiple experimental approaches suggest that shikonin can confer a highly efficacious stimulatory effect on the EMT process, via which epithelial cells can effectively acquire the mesenchymal machinery features to guide cell migration and tissue repair.

## 4. Discussion

Using a combination of mRNA and microRNA expression profile analyses, we investigated the *in vivo* effects of the medicinal phytochemical shikonin, on cellular, histological, and immune-modulatory activities in mouse skin tissue. In the present study, although the changes in expression levels of some 200 family microRNAs were modest (e.g., 1.4- to 1.8-fold change) in response to shikonin treatment for 24 hours, the high degree of consistency in the trends in expression strongly suggests that these microRNA species together may play important roles in suppressing specific target genes and result in hierarchical control and onset of a shikonin-induced EMT process and the subsequent cascade activities. These results further suggest that because the role of microRNAs in regulation of gene expression is often sequence dependent and virtually always involves coregulation by several microRNA or siRNA components [37–40], measurement of “fold change” of their expression levels may not be a wholly satisfactory method to evaluate and filter responsive microRNAs. Based on the current findings, we hence further suggest that our strategy in combining the profiling and clustering of microRNA expression activities with specific transcriptome activities is a systematic and logical approach for evaluating the effect of certain phytocompounds on specific cellular or physiological functions that are regulated in a coordinated and hierarchical manner. This combinational approach may be superior to transcriptome or microRNA profiling alone for the evaluation of phytomedicines.

 Previously, the skin tissue obtained from the mouse ear has been employed as a mouse skin model applied for treating various dermal diseases or testing drug delivery efficacy. The advantages of this tissue origin may include its relatively simple composition of epidermal or dermal cell layers and the ease with which it can be obtained from test mice. However, the interactive relationships between skin and other tissue layers in the ear can be drastically different from the relationships in other body parts, which often exhibit a more complex interaction with the underneath substratum tissues. In this study, we found that topical application of shikonin could markedly increase the thickness of both the epidermal and the dermal layers of the abdominal skin (Figure 1(a)) but not ear skin. In addition, the level of shikonin-induced EMT activity in ear skin (Figure 3(b)) was much less obvious than that in skin tissues of the abdomen (Figure 3(a)) or thigh (data not shown). These results suggest that the lower EMT activity we observed in ear skin may be due to its relatively simple tissue composition. Such tissue diversity in different skins of the body should be explored for future development of skin remedies or healthcare agents. 

 The anti-inflammatory effects of shikonin have been investigated in a spectrum of physiological, molecular, and cellular studies [4, 6, 7, 41, 42]. In this study, our data also show that some IL-10-mediated anti-inflammation response-related genes were activated after shikonin treatment for 24 hours (Figure 1(b)). However, a comparison with TPA-induced inflamed skin in this investigation revealed that some proinflammatory histological properties and molecular mediators are also induced in shikonin-treated abdominal skin tissues. These features include the changes in skin thickness (Figure 1(a)), expression of some inflammation-related genes (Figure 1(b)), and expression of some inflammation-related protein molecules, such as MMP2 and MMP9 (Figure 4(c)). 

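Genes tied to the anti-inflammatory response to IL-10 were higher after 24 h of shikonin. Of 19 measured, 18 were higher and none was lower by limma (18 when adjusted over the list alone), with a median log2 fold change of 1.75 (camera, adjusted p = 2.98e-09, which holds with an estimated correlation). Nfil3, a transcription factor that IL-10 induces in macrophages, was 10.4-fold higher (log2 fold change 3.38, standard error 0.19, limma, adjusted p = 4.12e-07), and Tnfrsf1b, the second receptor of tumor necrosis factor, 9.91-fold (3.31, standard error 0.13, limma, adjusted p = 5.24e-08). The response was there at 4 h, when Hmox1, the heme oxygenase, was 10.5-fold higher and Cd163, the hemoglobin scavenger receptor of macrophages, was the member that fell (-1.38, standard error 0.36, limma, adjusted p = 0.0115). The fall of Cd163 is lost without acetone 4 h replicate 1 (-1.24) or shikonin 4 h replicate 2 (-0.89), and it was at least 0.49 against the acetone 24 h arrays, chosen after seeing the data. The list rose by 0.33 more at 24 h than at 4 h (camera on the difference, adjusted p = 0.0215, and adjusted p = 0.0957 with an estimated correlation). With the acetone arrays of the other time, also chosen after seeing the data, its medians were 1.87 at 4 h and 1.45 at 24 h. Its order in time thus differs with the control, but the swap mixes time with treatment and does not test the time-matched order. Of the 19 genes, 10 stand in another list too, and the theme was taken from these samples, so the direction is not independent evidence.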

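Among the inflammation genes that rose were Tnfaip6 and Ptx3, and among those that fell were the IL-36 genes Il1f8 and Il1f6. Tnfaip6, a hyaluronan-binding protein induced by tumor necrosis factor, was 30.5-fold higher at 4 h (log2 fold change 4.93, standard error 0.18, limma, adjusted p = 9.88e-08), and Ptx3 at least 30.4-fold at that time (4.92, standard error 0.13, limma, adjusted p = 2.79e-08). The IL-36 gene Il1f8 fell by 2.24 on the log2 scale at 4 h (standard error 0.15, limma, adjusted p = 4.75e-06) and by 3.01 at 24 h (limma, adjusted p = 2.30e-07), and Il1f6 fell by 3.85 at 24 h (standard error 0.12, limma, adjusted p = 1.43e-08). Both are made by keratinocytes. The inflammation list differed between the times by a median of 0.70 (camera on the difference, adjusted p = 3.64e-05), with 21 of its 41 genes rising more and 5 less at 24 h (23 and 6 when adjusted over the list alone). Between the shikonin groups alone its median at 24 h relative to 4 h was 0.04, and between the acetone groups 26 of the 41 genes were lower at 24 h and 4 higher. The list's theme comes from these samples and is not independent evidence.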

The differences between some of our results and previously reported results may reflect the different skin models we used. On the other hand, it has become increasingly evident that different proinflammatory stimuli may differentially affect gene expression profiles and/or genome activities. Similarly, different anti-inflammatory agents may also act differently against different inflammatory conditions. In both cases, interactive and interactive signalings apparently can generate specific tissue and cellular environments for dealing with and responding to different physiological processes or stresses, such as inflammatory activities, stress response, wound repair, and tissue remodeling [43–45]. We previously showed, using time-course experiments, that shikonin can greatly affect human monocyte/dendritic cells involving groups of anti-inflammatory and proinflammatory cytokines/chemokines in “cross-talk” and “overlapping” manner [46]. These findings together with the current results suggest that shikonin might be a promising molecular agent for treatment of various diseases or epithelial tissue damages. However, the optimal dosage for different skin tissues (e.g., ear versus abdomen) for potential future clinical use of shikonin remains to be identified.

The highly effective wound-healing activity of shikonin has been demonstrated in a number of *in vivo* studies using different animal models [6, 12, 20]; however, the molecular or cellular mechanisms and the derived guidance for supporting this therapeutic use of shikonin are not known in detail. In fact, some of the reported effects of shikonin, including anti-inflammatory [4, 6, 7] and antiangiogenesis activities [4, 42], may be considered physiologically or biochemically contradictory to its wound-healing activity. In the present study, the specific effect of shikonin on the EMT process and on related microRNA expression has provided us with valuable information and new insights into the wound-healing activities of shikonin. In wound-healing research, EMT has been shown as a very important cell transdifferentiation process for both acute and fibrotic cutaneous wound-healing activities in human skin [34]. On the other hand, because EMT activity also plays a role in carcinogenesis and neoplasia, there may be concern that shikonin-induced EMT activity could lead to carcinogenesis of local tumors. In 2009, EMTs were classified into three different biological subtypes based on various biological contexts [47, 48]. Among these subtypes, the EMTs associated with wound healing, tissue regeneration, and organ fibrosis are classified as type 2, whereas EMTs assigned for activities in development of localized tumors are classified as type 3. Although the specific signals that delineate the EMTs in the three discrete settings are not totally clear, it is known that the features of EMTs (expression of FSP-1, vimentin, and cell proliferation activity) are transient and reversible for the type 1 and type 2 EMT processes, but not for type 3 EMT. In this study, we observed that specific EMT features were readily detectable during the wound-healing process of mouse skin tissues (data not shown). Moreover, to our knowledge studies indicating the “carcinogenesis-promoting” activity of shikonin have not been previously reported. Taken together, we therefore consider that the beneficial effect of shikonin on skin wound-healing is mainly related to the type 1 EMT process. To add to our current findings, in the future we will investigate the specific targets of shikonin and the mechanistic roles of the specific molecular or cellular components at the tissue/organ level in shikonin-enhanced wound-healing activity.

## 5. Conclusions

In conclusion, we characterized the specific effects of shikonin in skin wound-healing activities at the molecular and cellular levels by probing the cell transdifferentiation processes and microRNA regulation. We consider that comprehensive analyses using different omics approaches in our *in vivo* experimental system can be usefully employed for integrated evaluation of the pharmacogenomic activities of the shikonins and other phytochemicals from various traditional medicinal herbs that are routinely used as remedies.

## Figures and Tables

**Figure 1:**
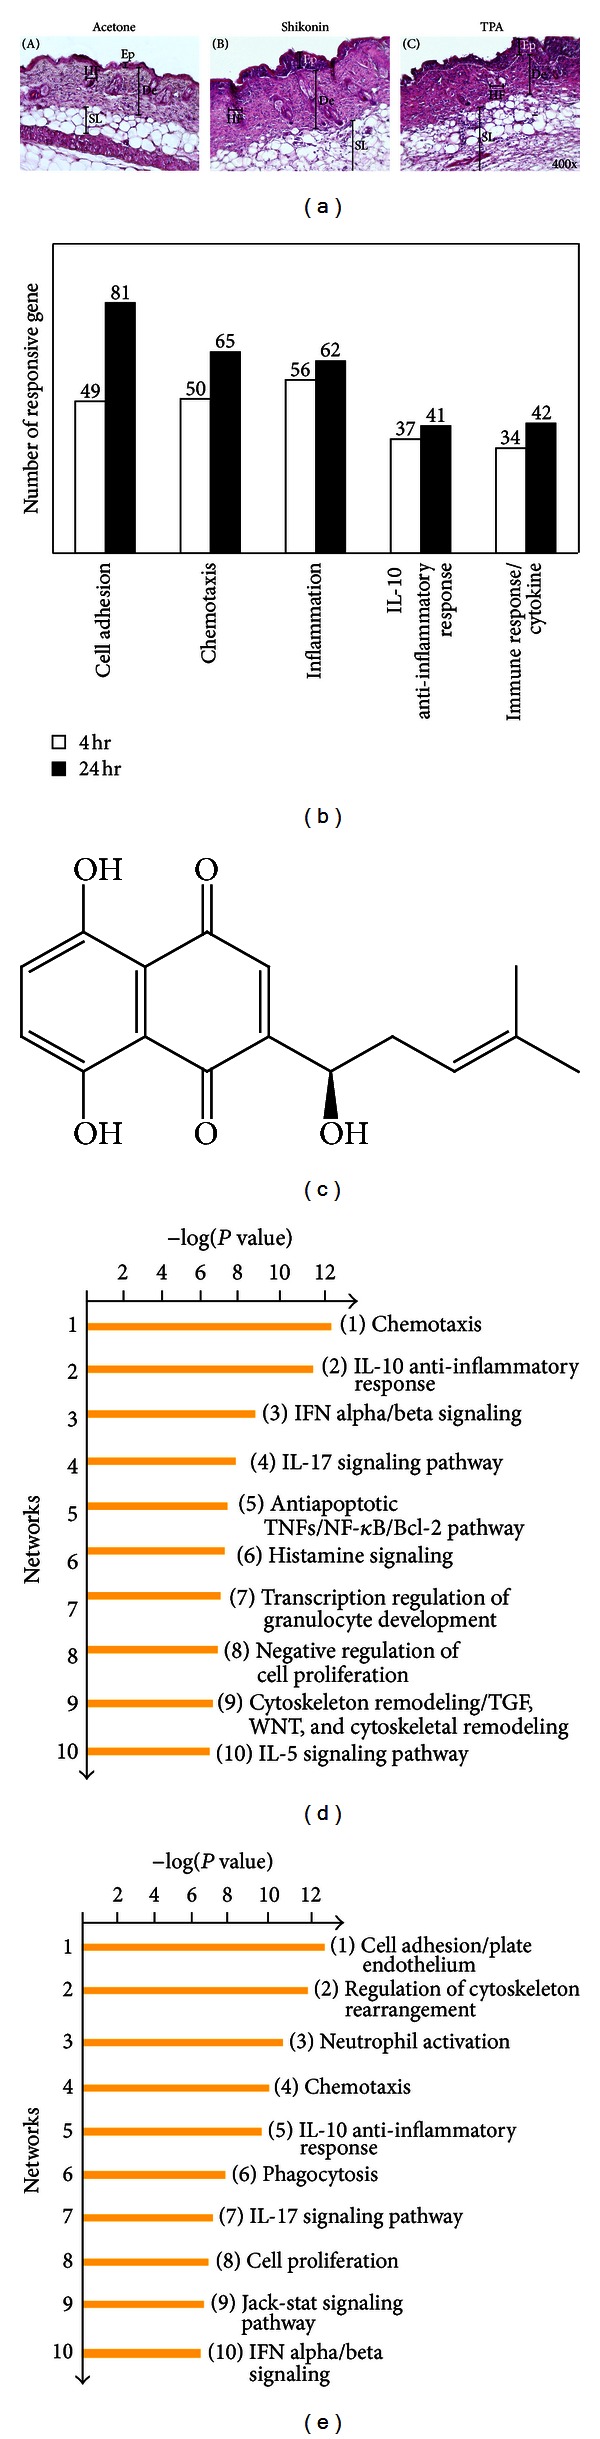
Histological analysis shikonin-treated mouse skin and grouping of genes that are responsive to shikonin treatment. (a) The histological characteristics of acetone- (vehicle control), shikonin-, and TPA-treated skin were revealed by H&E staining. Test mice (3 animals per group) were topically treated with (1) 100 *μ*L acetone, (2) shikonin (3.5 mM in 100 *μ*L acetone), or (3) TPA (10 nM in 100 *μ*L acetone) for 24 h. Black bars mark the thickness of the epidermal layer (Ep), dermis (De), subcutaneous layer (SL; also known as hypodermis), and hair follicles (HF). The dotted line in panel 3 indicates a terminally damaged boundary line between the epidermal (stratum spinosum) and dermal layers. (b) Shikonin-responsive genes in skin, as compared to acetone- (vehicle control) treated skin samples, were grouped according to their known molecular, cellular, or biochemical functions. Classified gene groups were then listed according to the abundance in number of responsive genes in skin tissue treated with shikonin for 4 or 24 h. (c) Structure of the naphthoquinone, shikonin. (d and e) GeneGo Pathway Maps processed by MetaCore software analysis. By comparing the −log⁡ [*P* value] of different gene-clustering groups, the top ten responsive processes with specific cellular or molecular functions were predicted for evaluating the effect of shikonin. The orange bars indicate the calculated values generated from 4 h (d) and 24 h (e) datasets, respectively.

**Figure 2:**
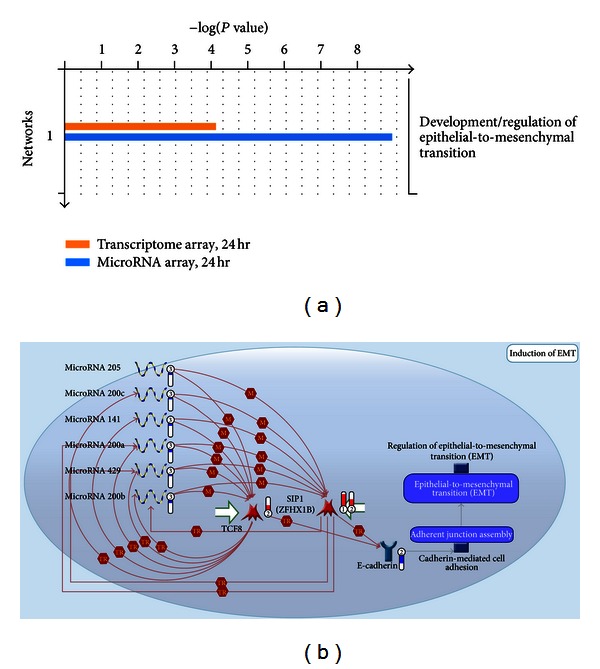
Combinational analysis of transcriptome/DNA microarray and microRNA array datasets to predict possible effects of shikonin on mouse skin tissue. (a) Functional analysis and prediction by “GeneGo Pathway Maps” processed by MetaCore software. By analyzing the −log⁡ [*P* value] value of different gene-clustering groups in the 24 h treatment datasets obtained from the transcriptomic array and microRNA array analyses, the regulation of the EMT process was predicted to be the major physiological response to shikonin stimulation. The orange and blue bars indicate the calculated value output from transcriptomic array and microRNA array analysis, respectively. (b) Putative signaling networks (microRNA-dependent inhibition of EMT) involved in the modulatory effect of shikonin on skin tissue were predicted from the MetaCore software. In this map, a prototypical cell was constructed from six representative microRNAs and three differentially expressed genes that respond coordinately to an *in vivo* treatment with shikonin for 24 h. Experimental data from transcriptomic array and microRNA array analyses are linked to and visualized on the maps as thermometer-like symbols. Red and blue scales indicate the upregulated and downregulated gene expressions (microRNAs or mRNAs). M: microRNA binding. TR: transcription regulation. TCF8 (Zeb1): transcription factor 8. SIP1 (Zeb2; Zfhx1B): Smad-interacting protein 1.

**Figure 3:**
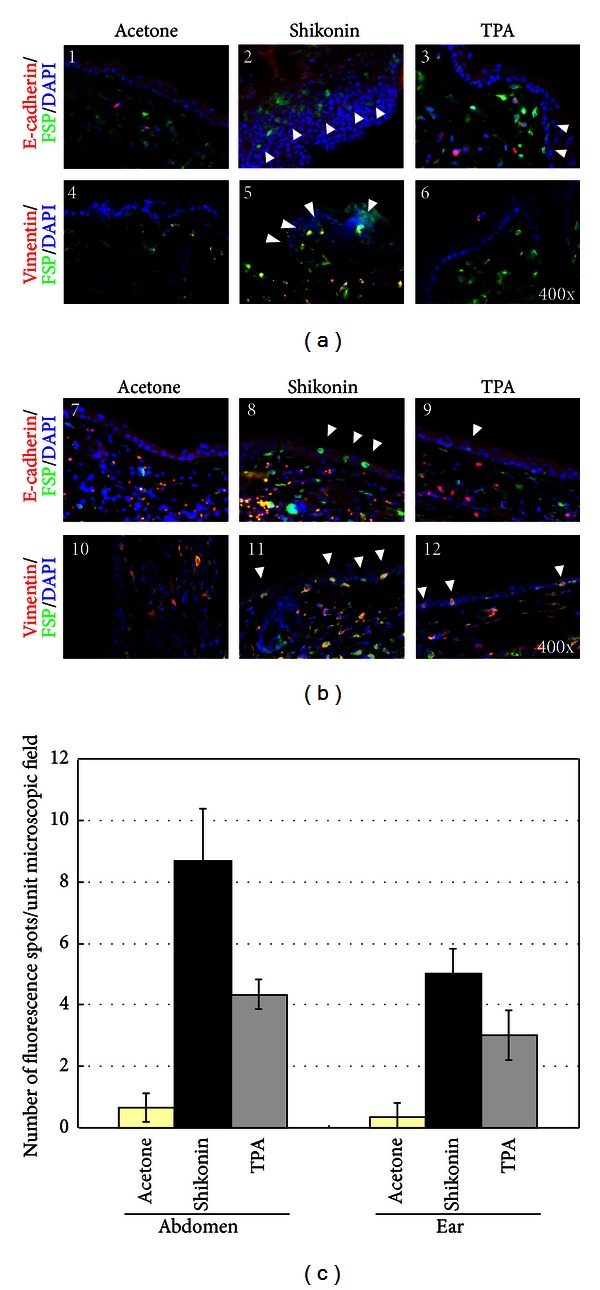
Gain of mesenchymal features by epithelial cells in mouse abdominal and ear skin tissues treated with shikonin. (a) At 24 h after treatment, (1) acetone-, (2) shikonin-, and (3) TPA-treated abdominal skin tissues were stained for the presence of E-cadherin (red), FSP1 (green and indicated with arrowheads), and DAPI (blue) to reveal the appearance of mesenchymal cells in epidermis. The presence of vimentin (red) and FSP1 (green) double-stained cells (yellow and indicated with arrowheads) further indicates that these epithelial cells underwent the EMT process in test skin tissues (4–6). (b) Analogous analysis was performed on treated ear epidermis (7–12). (c) Statistical comparison of EMT activity was performed by scoring the number of yellow fluorescence spots (vimentin^+^/FSP1^+^) in (a) and (b). Values shown are the mean ± SEM of three experiments. The significance of differences was analyzed by one way ANOVA (*P < 0.05, **P < 0.01, and ***P < 0.001).

**Figure 4:**
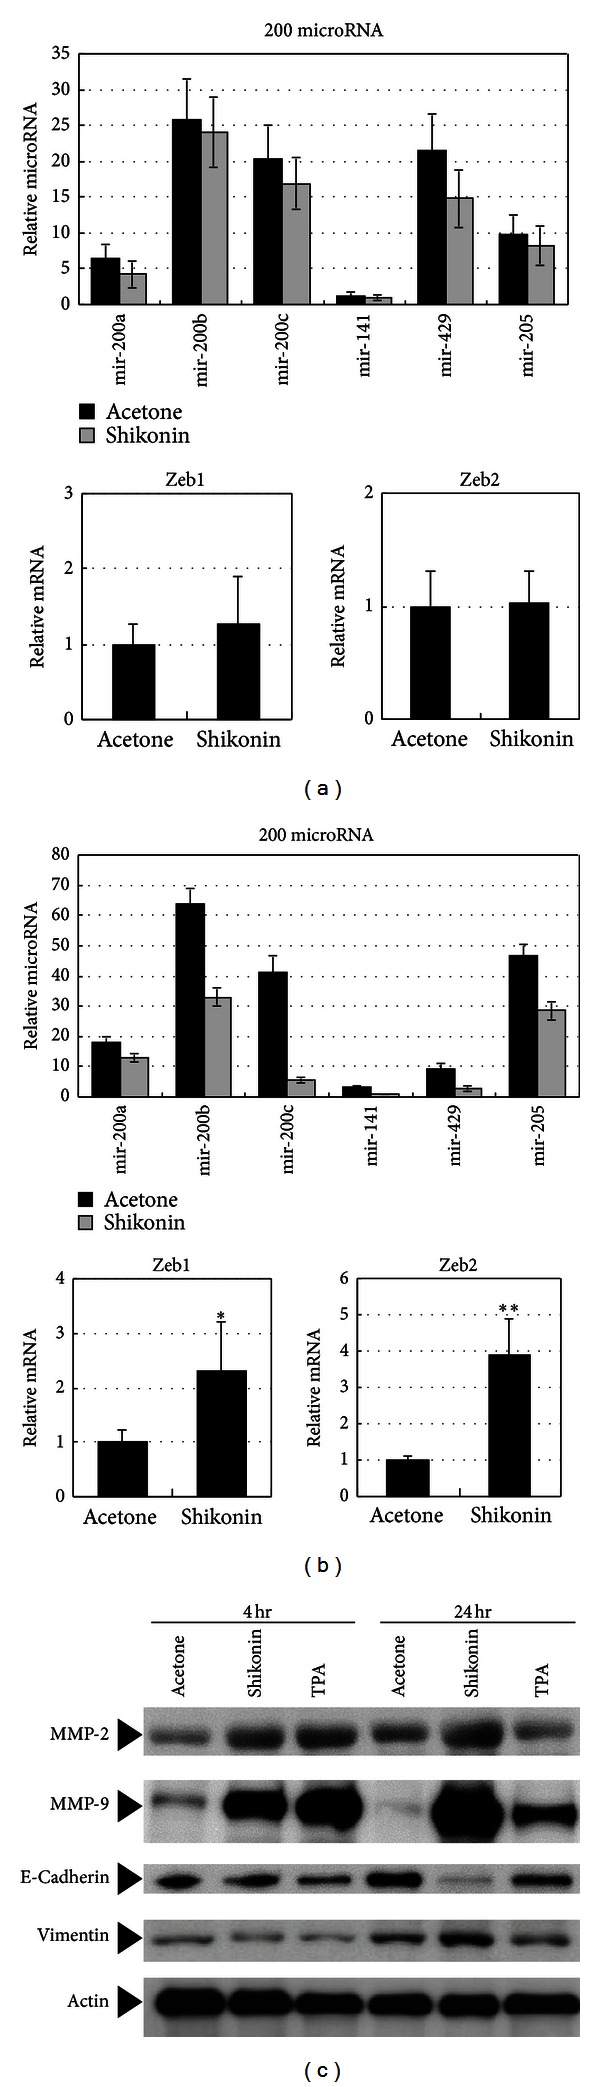
Validation of the EMT activity-related expression of microRNAs and proteins. The expression levels of some key mesenchymal-associated microRNAs, that is, mir-200a (microRNA-200a), mir-200b (microRNA-200b), mir-200c (microRNA-200c), mir-141 (microRNA-141), mir-429 (microRNA-429), and mir-205 (microRNA-205), as well as Zeb1 and Zeb2 mRNAs in epidermal cells treated with shikonin for 4 h (a) and 24 h (b) were determined by real-time PCR analyses. Values shown are the mean ± SEM of three experiments. The significance of differences was analyzed by one way ANOVA (*P < 0.05; **P < 0.01). (c) Expression of E-cadherin and other mesenchymal-associated markers, MMP2, MMP-9, and vimentin, were measured by Western blot analysis. *β*-actin was used as gel loading control. Data are representative of triplicate experiments.

**Figure 5:**
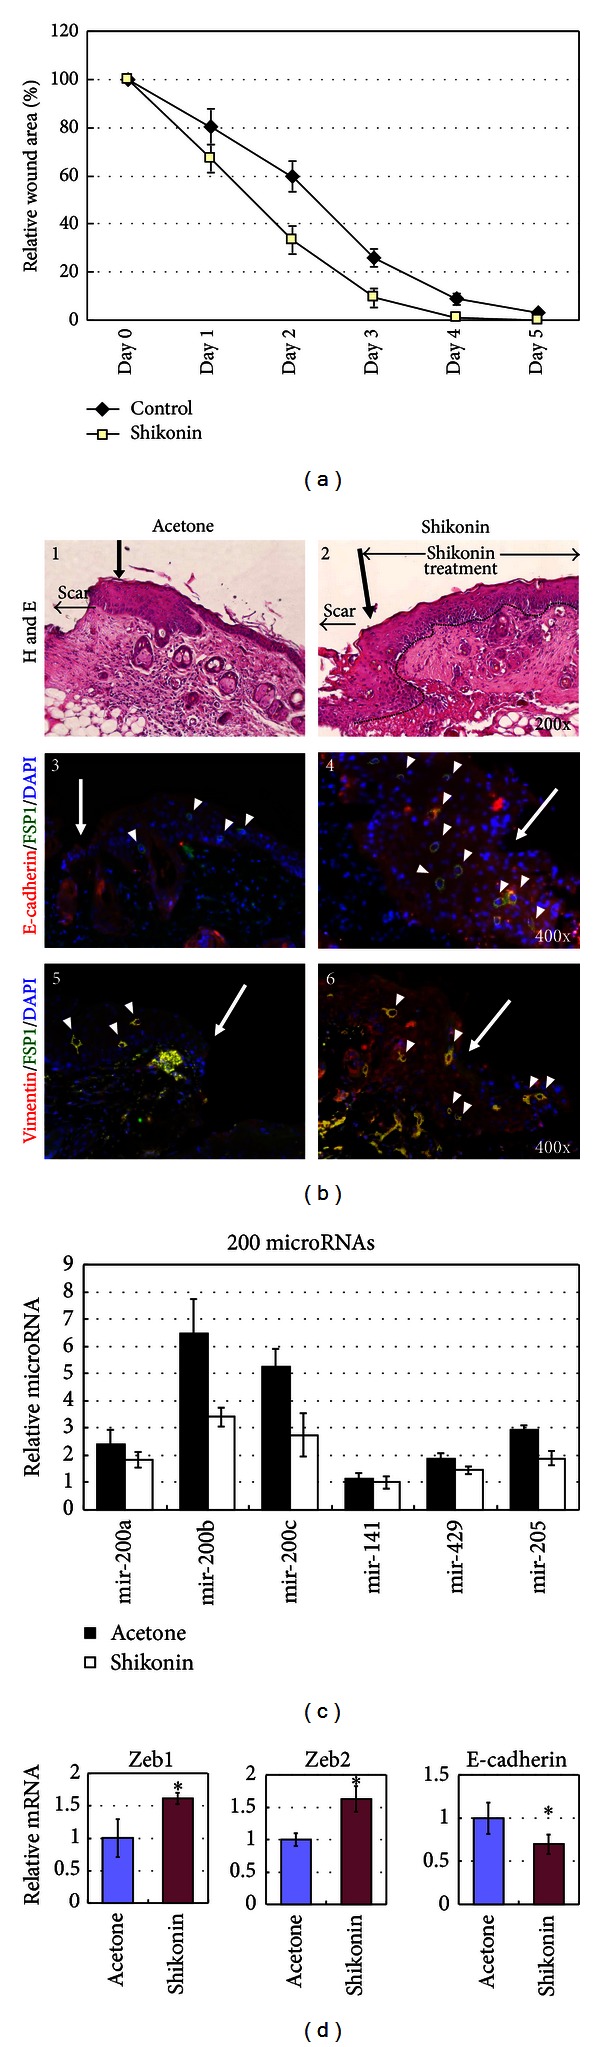
Characteristics of EMT in shikonin-treated wound healing in mouse skin tissues. (a) Wound closure rates of skins subjected to different treatments (shikonin versus control). The data represent the mean ± SEM of six mice. At 2 d after treatment, histological and immunohistochemical characteristics of acetone- (1) and shikonin-treated skins (2) were analyzed. Long arrows indicate the original edges of each wound. The dotted line in panel 2 indicates the terminally damaged boundary line between the epidermal and dermal layers. (b) Tissue biopsy samples from each test group were also stained for the expression of E-cadherin (red), FSP1 (green), and DAPI (blue). Triangle arrows indicate the presence of mesenchymal cells in the epidermis (3 and 4). The presence of vimentin (red) and FSP1 (green) double-stained cells (yellow and indicated with arrowheads) further indicates that these epithelial cells have undergone the EMT process in test skin tissues (5 and 6). (c) Changes in expression levels of mesenchymal-associated microRNAs, including mir-200a, mir-200b, mir-200c, mir-141, mir-429, and mir-205, as well as the Zeb1, Zeb2, and *E-cadherin* mRNAs (d) in shikonin-treated skin wound, as measured by real-time PCR analyses. The significance of differences was analyzed by one way ANOVA (*P < 0.05 and **P < 0.01).

How the deposited data were processed for this re-analysis (not part of the article)

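RNA of abdominal mouse skin was measured on 8 one-colour arrays, 2 for each of acetone 4 h, shikonin 4 h, acetone 24 h and shikonin 24 h. According to the methods of the paper, the authors made Cy5-labelled antisense RNA from total RNA, hybridized it to the Mouse OneArray, read the spots with GenePix and used Spotfire for present or absent calls and for the averages of log2 ratios of shikonin over acetone. The deposited table holds a linear intensity per probe and array, as made by the authors. Its distributions match between the arrays (medians of 1129 to 1130), from which normalization between arrays was inferred. The method of that normalization, the background correction and the filter that left 16069 of the 29922 probes blank are not given in the sources used here. No array was left out.

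The 13853 probes with an intensity on all 8 arrays were used, and none had a value on only some arrays. Intensities under 203.4, the level at 5% of all values, were raised to it, and log2 was taken. Symbols of 9712 probes were current, those of 1814 were updated to the current symbol and 24 were kept as given. For gene lists and named genes, the probe with the highest mean over the 8 arrays stood for its gene. Values of 65000 or above were treated as saturated, which 6 probes reached on all 8 arrays, and the fold of a gene with a saturated array in its brighter group or with both arrays of its dimmer group at the floor is given as a lower bound.

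Group means were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend). The contrasts were shikonin over acetone at 4 h, the same at 24 h, the difference of these effects, and acetone 24 h over acetone 4 h. The model has 4 residual degrees of freedom and a prior of 5.02 or more. Adjusted p-values are Benjamini-Hochberg values over all probes tested, with a threshold of 0.05. The 2-fold criterion counted probes that changed at least 2-fold in the same direction in both pairs of arrays with the same replicate number, as a count with no p-value. Gene lists and the rule for named genes were fixed in advance. From the 2 main contrasts the text names the 10 genes with the largest change each way that passed and moved the same way in all 4 pairings of arrays, from the difference of effects the 5 largest each way, and every gene the paper names. The rule also takes the 2 highest and the 2 lowest members that passed from each list, of which the text gives examples rather than all. Lists of at least 5 measured genes, 38 in all, were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, and with a one-sided Fisher's exact test among genes past the 2-fold criterion against all measured named genes, adjusted over the lists. The lists cover the processes the paper discusses, stress and growth responses, and markers of the cell types of skin and blood. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

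The calculation was tested on simulated data with the number of probes and arrays and the residual spread of the real data. In these data 100 probes were changed 2-fold and 100 changed 4-fold at 24 h. Of these, limma recovered 74 and 92, the 2-fold criterion passed 20 and 98, and 5 unchanged probes were called. In simulated lists of 30 genes the shifted list passed camera with an adjusted p = 1.22e-66, and 0 unshifted lists did. The simulated noise was independent between genes, and far fewer probes were changed than the 8503 called at 24 h. The simulation therefore checks the calculation only and cannot show how camera behaves with genes that move together.

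Alternatives covered normalization between arrays, filters on dim probes, the floor, array weights, the intensity trend, the replicate number as a block, leaving out each array, each time point fitted alone, other fold and p thresholds, other pairings, the mean of all probes of a gene, and other list tests. A fit with no floor and comparisons with the acetone arrays of the other time point were added after seeing the data. MetaCore and its gene groups were not used, and the microRNA arrays, PCR, protein and staining data of the paper were not analysed.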

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

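The tests of explanations in this part, the comparison between the shikonin groups and the comparison with the acetone arrays of the other time were chosen after the results were seen, whereas the tests of the difference between the time points and of the gene lists were planned.

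The effect of shikonin differed between 24 h and 4 h by limma's interaction term in 5999 probes, of which 2928 had a larger and 3071 a smaller log2 fold change at 24 h. Of the lists, 14 differed by camera with both the preset and the estimated correlation. The median differences (24 h minus 4 h, log2) were 2.84 for interferon alpha/beta genes, 2.05 for monocytes and macrophages, 1.89 for neutrophils, 1.53 for phagocytosis, 1.33 for neutrophil activation, 1.32 for chemotaxis, 1.29 for wound-activated keratinocytes, 0.72 for IL-17 signaling and 0.70 for inflammation. They were -1.31 for basal keratinocytes, -1.64 for the epithelial state, -1.76 for adipocytes, -1.86 for the suprabasal and cornified layer and -5.20 for the hair follicle. With the acetone arrays of the other time, medians at 4 h and 24 h were 4.34 and 3.34 for neutrophils and 2.94 and 2.69 for neutrophil activation. IL-17 signaling (2.62 and 1.80), inflammation (1.82 and 1.49) and wound-activated keratinocytes (2.47 and 0.13) also had the larger median at 4 h. The other lists named here kept their order in time. Swapping the controls enters the acetone difference between the times with the opposite sign and mixes time with treatment. The swap therefore does not test the time-matched order. Among named genes the largest differences were those of the interferon-induced Ifit2 (7.86), Cxcl10 (6.63), Ifi44 (6.14) and Ifit3 (5.85) and of Sprr2f (5.28) on the one side, and of Idi2 (-8.57 or lower), Krt71 (-8.20 or lower), Krt26 (-7.45), Krt27 (-7.02 or lower) and S100a3 (-7.01) on the other, where "or lower" marks genes with both shikonin 24 h arrays at the floor. Of the genes the paper names, Zeb2 on its brightest probe (2.11), Mmp9 (0.89), S100a4 (0.46, limma, adjusted p = 0.0406) and Cdh1 (-0.77) differed by the same test. The dimmest Zeb2 probe differed too (2.85), but the second brightest went the other way and did not pass (-0.50, limma, adjusted p = 0.173).

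Lists of genes for which the paper gives no array result moved in the shikonin arrays relative to the acetone arrays, with both correlations. The paper does name neutrophil activation among its processes, and in stained sections it describes disorganized and more numerous fat cell layers after shikonin. At 4 h the medians were 4.17 for hair follicle genes, 2.88 for neutrophils, 1.49 for immediate early genes, 0.50 for ATF4 and ER stress and -1.49 for the suprabasal and cornified layer. At 24 h they were 4.05 for neutrophils, 2.74 for antimicrobial proteins, 2.19 for monocytes and macrophages, 1.92 for wound-activated keratinocytes, 1.74 for immediate early genes, 1.14 for ATF4 and ER stress, 0.95 for hypoxia and glycolysis, -1.11 for dermal fibroblasts, -1.46 for basal keratinocytes, -1.79 for adipocytes and -3.93 for the suprabasal and cornified layer. Against the acetone 4 h arrays the 24 h medians were smaller for antimicrobial proteins (1.00), monocytes and macrophages (1.11), immediate early genes (1.10), ATF4 and ER stress (0.62) and adipocytes (-1.08), which still passed, and for wound-activated keratinocytes (0.13), which did not. The acetone arrays, which the paper uses as controls, differed between 24 h and 4 h in 4105 probes, a count that dropped to 1639 to 1956 when either acetone 4 h array or acetone 24 h replicate 1 was left out.

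All 15 hair follicle genes were higher in the shikonin 4 h arrays, and between the shikonin groups their median at 24 h relative to 4 h was -5.71. A single aberrant array is argued against, since the median was 4.12, 4.22, 4.05 and 4.29 when each of the 4 arrays at 4 h was left out. Skin sampled in another stage of hair growth would also hold more RNA of melanocyte genes, whose median at 4 h was 0.44 (camera, adjusted p = 0.00792, and adjusted p = 0.0855 with an estimated correlation). The melanocyte result rests on which form of camera is used, although its estimated correlation of -0.067 lies below the preset 0.01. Each treatment also has its own skin samples, so a stage of hair growth and an early effect of shikonin cannot be told apart. The early effect of shikonin was not tested otherwise.

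Inflammation genes were lower in the acetone 24 h arrays than in the acetone 4 h arrays (26 of 41 lower, median -0.53). Scaling of whole arrays is argued against, because a common factor would move all lists alike, while 14 of 23 adipocyte genes were higher by limma (median 0.52, camera, adjusted p = 2.56e-05, and adjusted p = 0.123 with an estimated correlation). An early response to the solvent or the handling may have part in it, since immediate early genes were lower at 24 h too (median -0.49, camera, adjusted p = 2.41e-08, which holds with an estimated correlation). Separate processing of the time points cannot be told apart from time, since each time is its own set of arrays and the inflammation median between the shikonin groups was 0.039. The larger effect of shikonin on this list at 24 h therefore rests on the acetone arrays, unlike that of interferon genes, whose median rose by 2.37 between the shikonin groups.

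Epithelial genes were lower at 24 h while the mesenchymal list did not shift. Dilution of all skin cells by infiltrating leukocytes, as the whole cause, would lower the lists of resident cells alike. The list means were -1.45 for epithelial, -3.54 for suprabasal, -1.58 for basal, -1.07 for fibroblast, -0.73 for muscle and 0.36 for endothelial genes. The epithelial and endothelial means moved apart by -1.80 (SD between arrays 0.045), but Kdr and Flt1 rose, so the endothelial list may not mark dilution alone. The fibroblast and muscle means lay nearer to the epithelial one. Equal dilution is therefore argued against as the only cause across these lists, while its part in the epithelial fall stays open. A transition of keratinocytes stays open, since the mesenchymal median of -0.03 lies over 14 genes that rose and 18 that fell. Zeb2 RNA could come from macrophages, whose marker list had a median of 2.19 (22 genes, 10 of them in another list too) and whose abundant genes had mean log2 levels of 11.36 in acetone and 15.98 in shikonin at 24 h for Cd14, 12.53 and 15.23 for Cd68, 12.55 and 13.80 for Lyz2, and 14.43 and 13.92 for Csf1r. The Zeb2 probes disagreed at 4 h and whole skin holds both cell types, so Zeb2 from macrophages and from other cells cannot be told apart.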

How the results depend on the processing

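The fit with no floor and the comparisons with the acetone arrays of the other time point were chosen after seeing the data; the other alternatives were planned. Among the results compared under each alternative, 9463 kept their side of the threshold, with the same direction where they passed. Those that passed in neither fit count here whatever their sign, as do replicate correlations, which have no threshold. Of the 9463, 489 come from quantile normalization and 485 from median centring. Of the rest, 257 lost a call, 79 gained a call and 16 changed sign after having passed. At 24 h, Zeb2 on its brightest probe (1.35 to 2.11) and Cdh1 (-1.52 to -0.89) passed in every alternative run, and Zeb1 (-0.15 to 0.12) passed in none. The other Zeb2 probes were not compared under the alternatives. The dimmest had a mean log2 intensity of 9.16 in shikonin 24 h and 9.71 in acetone 4 h. Quantile normalization and median centring moved no value by more than 0.01 and so test nothing, and cyclic loess moved values by at most 0.30, with 51.3% of the called probes higher at 4 h instead of 45.5%. Leaving out each array in turn, where the lone array of a group is assumed to vary like the other groups, gave 4568 to 6500 probes at 4 h, 7068 to 8667 at 24 h, 4436 to 6013 for the difference of effects and 1639 to 4283 for acetone 24 h over 4 h. The last count was 1676 without acetone 4 h replicate 1, 1639 without acetone 4 h replicate 2 and 1956 without acetone 24 h replicate 1, with fewer arrays in the contrast.

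Without the dimmer 50% of probes, fewer probes are tested by construction, and limma called 3553 (4 h), 4623 (24 h), 3509 (difference of effects) and 2541 (acetone), and the 2-fold criterion passed 800 and 1865. Stricter or looser thresholds change the counts by construction: 2202 and 3987 probes had an adjusted p under 0.05 and at least 2-fold change, and the pair criterion passed 3677 and 5801 at 1.5-fold and 666 and 1808 at 3-fold. Of 38 lists, camera called 22 at 4 h and 22 for the difference of effects. With an estimated correlation it called 12 and 14. Fry, which does not compare a list with other genes, called 35 and 35 in its directional form and 38 and 38 in its mixed form. With a floor at the 25th percentile limma called 4855 and 6808 probes, with no floor 6532 and 8430, and with the acetone arrays of the other time point 7550 and 8016.

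With the replicate number as a replicate block, limma called 6352 probes at 4 h and 8539 at 24 h over all arrays, and 6450 and 8604 with a block within each time point. Residuals of arrays with the same number had correlations of -0.212 to 0.213 between groups, and nothing in the sources says what the numbers share.

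Against the acetone arrays of the other time point, the log2 fold change changed sign at 4 h for Acsl1 (-0.615), Defb3 (at least 1.213), Hsp90b1 (0.378), Mcm4 (0.238), Ccl5 (at least 0.194), Cacybp (0.673), Cd163 (at least 0.486), Ifi44 (0.755), Ifit2 (0.132), Fcgr4 (2.005), Stfa1 (0.089), Sdha (0.199) and Sprr1b (1.684), and at 24 h for Dsg3 (-0.116), Pdk1 (0.545) and Fosl1 (-0.002); the cause was not tested. The same comparison gained calls at 4 h for the interferon (0.62), monocyte and macrophage (0.48), heat shock (0.67) and adipocyte (-0.57) lists and at 24 h for the melanocyte list (-0.60), and lost the call of wound-activated keratinocytes at 24 h (0.13). Medians at 24 h that it made smaller, with the call kept, include those of chemotaxis (1.61), IL-17 signaling (1.80), cytoskeleton (0.64) and the sebaceous gland (-1.03). Medians at 4 h that it made larger include those of wound-activated keratinocytes (2.47), antimicrobial proteins (2.02), phagocytosis (1.57), chemotaxis (1.48), melanocytes (1.00) and cytoskeleton (0.64). Testing probes with a value on only some arrays, which was planned, gave no value, since every probe was measured on all 8 arrays or on none. Signal over background limits genes near the floor, where a fold is a lower bound.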

Differences from the paper's values

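The paper's own counts of genes past its 2-fold criterion are 2300 at 4 h and 3930 at 24 h. In named genes the counts here are 1172 and 2535, and the paper's are more than 1.5 times larger at both times. In probes they are 1721 and 3427, which lie within 1.5 times of the paper's; the paper does not say whether it counted probes. Of the alternatives set before the data were examined, a mean change of at least 2-fold gave 2220 and 3997, close to the paper's counts. The paper's methods evaluate changes as averages of log2 ratios, which this alternative resembles. With 1 pair of arrays alone the counts were 2564 or 2241 at 4 h and 4068 or 4208 at 24 h. Crossed pairs (1765 and 3368) and all 4 pairs (1609 and 3211) also lie within 1.5 times. Outside it lie 1357 at 4 h without the dimmest 25% of probes, 800 and 1865 without the dimmer 50%, 3677 at 4 h with a 1.5-fold criterion, and 666 and 1808 with a 3-fold criterion.

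By real-time PCR, which was not analysed here, the paper reports significantly higher Zeb1 and Zeb2 mRNA at 24 h and in shikonin-treated wounds. From its transcriptome arrays it also states that both Zeb1 and Zeb2 were upregulated at 24 h and shows E-cadherin lower. Zeb2 (1.81 on its brightest probe) and Cdh1 (-1.12) moved in these directions, whereas Zeb1 had a log2 fold change of 0.01 (limma, adjusted p = 0.939) and was called in none of the alternatives at 24 h, with values from -0.15 against the acetone 4 h arrays to 0.12 without acetone 24 h replicate 1. The paper's protein blots show more MMP2 and MMP-9 at 24 h, and of their RNAs Mmp9 was higher and Mmp2 lower.

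The paper ranks cytoskeleton remodeling among its leading processes at 4 h, and cell adhesion and cytoskeleton rearrangement at the head of those at 24 h. Of the lists used here, whose genes differ from the paper's groups, cytoskeleton was not enriched among genes past the 2-fold criterion at 4 h (6 of 36, Fisher's exact test, adjusted p = 0.341) in any alternative run, and at 24 h adhesion (adjusted p = 0.00818) and cytoskeleton (0.00253) came after interferon alpha/beta, neutrophil activation, chemotaxis and inflammation. The paper also ranks cell proliferation at 24 h, where the cell cycle list here had 8 of 40 members past the criterion (adjusted p = 0.833). The ranked processes that these lists also cover and that passed at 4 h are chemotaxis, IL-10, interferon alpha/beta, IL-17 and granulocyte development, and at 24 h neutrophil activation, chemotaxis, IL-10, phagocytosis, IL-17 and interferon alpha/beta. The interferon result at 4 h mixed 6 higher with 5 lower members, and neither direction passed alone (adjusted p = 0.0570 and 0.310).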

Other observations

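Adipocyte genes fell in shikonin-treated skin at 24 h. The paper describes more fat cell layers in stained sections of shikonin-treated skin, which RNA levels do not count. Of 23 adipocyte genes, 22 were lower and none was higher at 24 h (median -1.79, camera, adjusted p = 8.70e-09), while 4 were higher and 7 lower at 4 h (camera, adjusted p = 0.815). Thrsp, a regulator of lipid synthesis (-5.87), and Pck1, an enzyme of glyceroneogenesis (-4.29), fell most at 24 h, and at 4 h the adipokine Lep (1.12) rose where Pck1 fell (-2.53). Of 15 sebaceous gland genes, 11 were lower and 2 higher at 24 h (median -1.65, camera, adjusted p = 1.70e-04, and adjusted p = 0.0775 with an estimated correlation), with the desaturase Scd3 at least 12.9-fold lower and the lipid droplet protein Plin2 higher (1.75); at 4 h, 2 were higher and 4 lower (camera, adjusted p = 0.637). Skeletal muscle genes were lower in 26 of 28 at 4 h (median -0.74, camera, adjusted p = 4.59e-08, and adjusted p = 0.0504 with an estimated correlation) and in 20 at 24 h with 1 higher (median -0.69, camera, adjusted p = 9.40e-05, and adjusted p = 0.0874 with an estimated correlation), among them the sarcomere genes Tcap (-1.76) and Ttn (-1.69). Of 9 melanocyte genes, 6 were higher and 1 lower at 4 h, with Mlana 7.01-fold higher, and 1 was higher and 6 lower at 24 h (median -0.45, camera, adjusted p = 0.113), with the pigment enzymes Dct (-3.40, while its dimmer second probe, at the floor with shikonin, did not pass at -0.22) and Tyrp1 (-3.16) lower. When adjusted over the list alone the counts differ for 2 of these results: 27 muscle genes lower at 4 h and 13 sebaceous genes lower at 24 h.

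Immediate early genes and genes of ATF4 and ER stress rose at both times and genes of hypoxia and glycolysis at 24 h, by camera with either correlation. Of 29 immediate early genes, 23 were higher and 3 lower at 4 h (camera, adjusted p = 3.67e-09), with Csrnp1 7.12-fold and Zfp36, which destabilizes inflammatory mRNA, 5.05-fold higher, and 22 were higher and 3 lower at 24 h (24 and 3 when adjusted over the list alone; camera, adjusted p = 4.16e-07), with the growth factor Epgn 12.3-fold higher and Klf4, a factor of epidermal differentiation, lower (-1.99). Of 27 targets of NRF2, 15 were higher and 4 lower at 4 h (median 0.63, camera, adjusted p = 9.47e-05, and adjusted p = 0.0855 with an estimated correlation) and 16 were higher and 7 lower at 24 h (median 0.41, camera, adjusted p = 0.0277, and adjusted p = 0.223 with an estimated correlation; not passed without the dimmer 50% of the probes). The cystine transporter Slc7a11 was at least 22.3-fold higher at 4 h and at least 36.3-fold at 24 h, whereas the detoxifying enzymes Gsta3 (-3.44) and Ephx1 (-3.40) fell at 24 h. Of 25 genes of ATF4 and ER stress, 13 rose and 3 fell at 4 h (camera, adjusted p = 7.21e-04) and 17 rose and 3 fell at 24 h (3.42e-04), with Chac1 10.9-fold higher at 4 h and Ddit3, which encodes CHOP, 7.02-fold at 24 h. Of 23 genes of hypoxia and glycolysis, 8 were higher and 7 lower at 4 h (camera, adjusted p = 0.121) and 19 higher and 2 lower at 24 h (20 and 2 when adjusted over the list alone; camera, adjusted p = 1.08e-05), with the lactate transporter Slc16a3 18.3-fold and adrenomedullin (Adm) 15.7-fold higher. Of 18 p53 targets, 9 were higher and 4 lower at 4 h (10 and 4 when adjusted over the list alone; median 0.49, camera, adjusted p = 0.0237, and adjusted p = 0.105 with an estimated correlation), a call lost without shikonin 4 h replicate 1 (0.56) and without the dimmer 50% of the probes (0.33), and 8 higher and 5 lower at 24 h (camera, adjusted p = 0.196). Heat shock genes did not pass camera as a list (4 higher and 1 lower of 15 at 4 h, 7 higher and 3 lower at 24 h, camera, adjusted p = 0.281 and 0.162). When adjusted over the list alone, 2 and 0, then 7 and 3 passed, and Hsp90aa1 was 4.36-fold higher at 24 h. Against the acetone 24 h arrays, chosen after seeing the data, the list's median at 4 h was 0.67 and passed. Of 14 antimicrobial genes, 8 were higher and 3 lower at 4 h (median 0.78, camera, adjusted p = 0.00384, and adjusted p = 0.107 with an estimated correlation) and 11 higher and 2 lower at 24 h (camera, adjusted p = 1.34e-04), with Slpi, an inhibitor of leukocyte proteases, 62.9-fold higher and Defb6, a beta-defensin, lower (-3.33). The list counts not given otherwise were equal when adjusted over the list alone.

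The tested lists of other immune cells and of reference genes did not pass camera at either time, which does not show that their genes were unchanged. At 24 h the medians were -0.99 for Langerhans and dendritic cells and 0.555 for reference genes. Of 14 genes of Langerhans and dendritic cells, 3 were higher and 6 lower at 4 h and 5 higher and 9 lower at 24 h (camera, adjusted p = 0.652 and 0.170, the latter passing without the dimmer 50% of the probes); the Langerhans cell lectin Cd207 (-3.57) and the class II gene H2-Eb1 (-2.45) fell at 24 h, and Ccr7, which guides dendritic cells to lymph nodes, was at least 5.77-fold higher. Of 12 genes of T cells and NK cells, 2 were higher and 6 lower at 4 h and 3 higher and 3 lower at 24 h (camera, adjusted p = 0.121 and 0.921, with a median of -0.07 and a mean of 0.09 at 24 h; 2 and 7, then 2 and 3 when adjusted over the list alone), with Cd3g lower at 4 h (-1.98) and Klrk1 higher at 24 h (2.14). Of 9 genes of mast cells and basophils, 2 were higher and 5 lower at both times (camera, adjusted p = 0.199 and 0.660, with a median of -0.63 and a mean of 0.30 at 24 h), with the mast cell protease Cpa3 (-1.29) lower at 4 h. Of 2 measured B cell genes, too few for a list test, 0 passed at 4 h (Cd79a 0.20, limma, adjusted p = 0.424) and Fcer2a rose at 24 h (1.61). Of 2 red blood cell genes, 2 were higher at 4 h and 1, Alas2 (1.03), at 24 h. Of 9 reference genes, 1 was higher and 2 lower at 4 h and 6 higher and 1 lower at 24 h (camera, adjusted p = 0.802 and 0.0856; 1 and 1, then 6 and 1 when adjusted over the list alone), with Pgk1 (1.38) and Gusb (1.36) higher and Tfrc (-0.87) lower at 24 h.

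Among genes whose proteins the paper measures by other methods, Mmp9, a gelatinase, was 7.39-fold higher at 4 h and 13.7-fold at 24 h (limma, adjusted p = 2.70e-07 and 1.47e-08), and Mmp2, a gelatinase of fibroblasts, fell at both times (-0.95 and -1.22, limma, adjusted p = 1.26e-04 and 1.03e-05). S100a4, which encodes FSP1, fell at 4 h (-0.79, limma, adjusted p = 4.26e-04) and at 24 h (-0.33, limma, adjusted p = 0.0296), but the 24 h result did not pass without acetone 24 h replicate 2 (-0.19), without either shikonin 24 h array (-0.36 and -0.30), with cyclic loess (-0.22) or with the floor at the 25th percentile. Against the acetone 4 h arrays, chosen after seeing the data, S100a4 at 24 h (-0.15) did not pass either. The probe of vimentin (Vim) was saturated on all 8 arrays and gives no fold. The paper stained FSP1 and vimentin protein in cells of the epidermis, whereas these arrays hold RNA of whole skin, so the measures differ.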
